# Mouse Mutants for the Nicotinic Acetylcholine Receptor ß2 Subunit Display Changes in Cell Adhesion and Neurodegeneration Response Genes

**DOI:** 10.1371/journal.pone.0018626

**Published:** 2011-04-25

**Authors:** Carol M. Rubin, Deborah A. van der List, Jose M. Ballesteros, Andrey V. Goloshchapov, Leo M. Chalupa, Barbara Chapman

## Abstract

Mice lacking expression of the ß2 subunit of the neuronal nicotinic acetylcholine receptor (CHRNB2) display abnormal retinal waves and a dispersed projection of retinal ganglion cell (RGC) axons to their dorsal lateral geniculate nuclei (dLGNs). Transcriptomes of LGN tissue from two independently generated *Chrnb2−/−* mutants and from wildtype mice were obtained at postnatal day 4 (P4), during the normal period of segregation of eye-specific afferents to the LGN. Microarray analysis reveals reduced expression of genes located on the cell membrane or in extracellular space, and of genes active in cell adhesion and calcium signaling. In particular, mRNA for cadherin 1 (Cdh1), a known axon growth regulator, is reduced to nearly undetectable levels in the LGN of P4 mutant mice and Lypd2 mRNA is similarly suppressed. Similar analysis of retinal tissue shows increased expression of crumbs 1 (Crb1) and chemokine (C-C motif) ligand 21 (Ccl21) mRNAs in *Chrnb2−/−* mutant animals. Mutations in these genes are associated with retinal neuronal degeneration. The retinas of *Chrnb2−/−* mutants are normal in appearance, but the increased expression of these genes may also be involved in the abnormal projection patterns of RGC to the LGN. These data may provide the tools to distinguish the interplay between neural activity and molecular expression. Finally, comparison of the transcriptomes of the two different *Chrnb2−/−* mutant strains reveals the effects of genetic background upon gene expression.

## Introduction

Mutant mice provide an invaluable tool for studying the development and organization of the mammalian visual system [1]. Eye specific segregation develops in the lateral geniculate nucleus (LGN) and superior colliculus of mice as an initially intermingled pattern of retinal ganglion cell (RGC) projections that gives way to eye specific regions by postnatal day 8 (P8). Mice with a deletion of the gene for the ß2 subunit of the nicotinic acetylcholine receptor (*Chrnb2−/−* mutants) have served as a popular model for studying visual system development [2], [3], [4], [5], [6], [7], [8]. In *Chrnb2−/−* mutants the projections of the two eyes remain intermingled in the LGN at P8 but form an altered eye specific segregated pattern by P14 [2], [6], [7]. Retinotopic organization is less precise [5], [8], [9], and the receptive field properties of LGN and visual cortical neurons are abnormal in the *Chrnb2−/−* mutants compared to wild type (WT) animals [3], [4], [9].

Coordinated firing of action potentials that sweep across the retina in a wavelike manner (retinal waves) occur in the WT retina from the late embryonic stage to eye opening in the mouse [2]. Retinal waves are believed to drive development of the eye specific segregation pattern in the LGN, as blocking retinal waves with intraocular injections of epibatidine blocks eye specific segregation [10], [11], [12], [13]. Application of antagonists to retinal ß2 nAChRs also blocks expression of retinal waves [14]. As expected from these results, *Chrn2b*−/− mutant mice were intitally reported to lack retinal waves [14], [15] It has recently been demonstrated that the *Chrnb2−/−* mutants do manifest retinal waves, though the waves are not normal in their spatial or temporal characteristics [15], [16].

The aberrations in the structural and functional organization of the *Chrnb2−/*− mutant animals are thought to reflect the abnormal retinal activity that occurs during the developmental period when key features of the visual system are being established. Whether or not the structural and functional abnormalities that have been documented in the *Chrnb2−/−* mutants are driven by abnormal patterns of retinal activity during development, the aberrations displayed by the visual system of the *Chrnb2−/−* mutants presumably also reflect the abnormal expression of molecules that play a role in forming the patterns of connections in the developing visual system. As a first step in probing this matter, in the present study we have used microarray technology to compare the expression of molecules in the retina and the LGN of the *Chrnb2−/−*mutants with those of WT animals during the period of eye specific segregation in the LGN.

## Methods

### Animals

All experiments were performed in accordance with NIH and institutional guidelines regarding animal use and were approved by the campus animal use and care committee of the University of California, Davis. WT (C57BL/6J) mice were obtained from Jackson Laboratory (Bar Harbor, Maine), Picciotto (“Pic”) *Chrnb2−/−* mutant mice were a kind gift from Dr. M Picciotto [17] and Xu mutants were derived from embryos (ES Cell line ID 00211-UNC) supplied through the Mutant Mouse Regional Resource Center (University of California, Davis, California). Neonatal mice were administered a lethal IP dose (0.05–0.1 ml) of Fatal Plus (Vortech Pharmaceuticals; Dearborn, MI) at the time of tissue collection. Tail snips were collected from mutant mice for genotyping to confirm mutation.

### Microarray tissue preparation, hybridization, and analysis

Total retinas from three male P4 littermates from timed pregnancies were harvested and immediately placed on dry ice. Tissue was maintained at −80°C until RNA was prepared. Mice were homozygous Picciotto *Chrnb2−/−*, Xu *Chrnb2−/−*, or C57BL/6J WT animals. Retinas from each animal were separated from the sclera and were combined. RNA was isolated with the RNAeasy Mini kit (Qiagen). A total of 500 ng of RNA was amplified with Ambion MessageAmp II-Biotin Enhanced reagents (AM1791) and aRNA yields were 57–122 µg. Twenty micrograms of each aRNA target (9 samples total) were fragmented and hybridized to Affymetrix GeneChip Mouse 430 2.0 expression arrays using the Affymetrix GeneChip Fluidics Station and Affymetrix reagents (Affymetrix). 

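In the P4 retina the deleted gene, Chrnb2, encodes the β2 subunit of neuronal nicotinic receptors. Its brighter probe set, the one used in all 3 sets, read 103, 127 and 124 in WT A, B and C, 26.1, 29.7 and 24.9 in the Picciotto (Pic) mutants A, B and C, and 19.2, 8.82 and 13.9 in the Xu mutants A, B and C. Such a reading checks the genotype only if the probes lie in the deleted part, and the position of the probe set in the gene was not examined here. The values are dChip model-based intensities on a linear scale, which the authors normalized over these 9 arrays and deposited for 45037 probe sets; the paper's text does not name the dChip version. There were 9 mice, 3 of each type, with 1 array each. The median intensity was 28.0 to 30.8 per array, and 42.7% to 43.5% of probe sets read at least 50. Here each intensity was increased by 16 and converted to log2, and limma was run over the 19888 probe sets with at least 50 in 3 or more arrays. A gene is called lower or higher when both mutants differ from WT in the same direction at an adjusted p under 0.05 (Benjamini-Hochberg). The study's own criteria, a difference in mean of at least 50 and a fold change of at least 1.5, at its lower bound by the options printed in the paper's tables, were applied with a 90% interval from the spread between arrays. In a self-test, limma recovered 89.6% of probe sets changed 1.5-fold and 98.5% of those changed 2-fold. The mice of each type were littermates, so that litter and genotype cannot be told apart, and the number of arrays limits the precision.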

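Adult retinas were sampled from 6 mice, 2 of each type, with 1 array each. In WT 748 and WT 763 the brighter Chrnb2 probe set read 330.0 and 238, against 39.0 and 33.1 in Pic 1542 and Pic 1543 and 16.3 and 14.2 in Xu 77 and Xu 78. The dimmer Chrnb2 probe set read 33.7 and 3.33 in the WT mice and 1.82 to 6.33 in the mutants. These intensities were normalized by the authors separately from the P4 sets, and their median was 51.9 to 63.9 per array. Within a type of mouse, the correlation of log2 intensities was 0.971 for WT, 0.980 for Pic and 0.995 for Xu. The paper's own unnormalized median intensities are 68 for both Xu arrays, 43 and 47 for Pic and 43 and 45 for WT. None of 3790 adult values printed in the paper's tables equals the deposited value to within 0.01, and the deposited values are higher by a median factor of 4.48, so that thresholds of 50 take in more genes here. Of the probe sets, 25276 read at least 50 in 2 or more arrays and were tested with limma. Limma recovered 11.9% of probe sets changed 1.5-fold, 55.2% of those changed 2-fold and 89.4% of those changed 4-fold in the self-test.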

Adult retinal tissue was prepared as above but only two male littermates of each type were sampled.

Total LGN (including both dorsal and ventral portions) was isolated from a second set of male P4 littermates under the dissecting microscope. The cortex was removed and the LGNs were visualized and excised using an 18G needle. The LGN was isolated as a discrete entity without any surrounding thalamic tissue attached. Left and right LGN were combined for each animal and frozen on dry ice. RNA was prepared and amplified as described for retinas, but the aRNA yield from 500 ng of LGN RNA was much lower, 10–31 µg. Ten micrograms of each aRNA target (9 samples total) were fragmented and hybridized as described for retinal samples.

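P4 LGN was sampled from 9 mice, and the study used 8 of the 9 arrays. The paper left out WT E for its high percentage of outliers, for which its own value is 7.554% against at most 0.293% in the other LGN arrays. Chrnb2, the deleted gene, read 313 in WT A, 296 in WT D, 38.8, 57.0 and 53.7 in Pic B, C and D and 7.84, 5.08 and 4.25 in Xu A, B and C. It read 248 in WT E. Its dimmer probe set read 85.6 and 85.1 in WT A and WT D, 12.4, 12.8 and 8.24 in Pic mice and 8.83, 12.3 and 16.0 in Xu mice, with 82.2 in WT E. The authors normalized the LGN intensities as a set of their own, with a median of 61.1 to 70.1 per array. Each WT array correlated with the other WT arrays at 0.992 for WT A, 0.990 for WT D and 0.987 for WT E. Of 530 LGN values in the paper's tables, 272 equal the deposited value to within 0.01. Probe sets with at least 50 in 2 or more of the 8 arrays numbered 25640 and were tested with limma, since 2 is the size of the WT group. Changes of 1.5-fold were recovered in 22.4% of self-test probe sets, 2-fold changes in 80.6% and 4-fold changes in 100%.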

Both the retinal and LGN tissue contain a mixture of cell types.

Chip data were analyzed with dChip software [18], using quantile normalization and PM/MM modeling. Present calls were above 50% for all samples (Table S1). Thresholds chosen for WT vs. mutant analyses were 1.5-fold minimum change between WT and KO and difference ≥50, and probe sets in both Picciotto and Xu mutants had to differ from WT in the same direction (i.e., either overexpressed in WT or overexpressed in both mutants). The difference parameter excludes probe sets detected only at very low levels. For Picciotto vs Xu mutant analyses the minimum fold change was increased to 2.0. One P4 LGN WT hybridization (WT E) showed a high percentage of outliers and was omitted from analysis (Table S1). Excel data files using the threshold values described above are presented as Tables S2 and S3. Affymetrix CEL files are available under GEO Series Record #GSE22824.

### Immunohistochemistry

Following euthanasia, eyes from WT and mutant animals were enucleated then fixed in 4% PFA in PBS for 30–45 minutes. After cryoprotection in a 25% sucrose solution each eye was embedded in OCT (Ted Pella, Torrence, CA), sectioned at 10 µm on a Leica (Deerfield, IL) cryostat, and mounted on glass slides. Brains from WT and mutant animals were harvested and the unfixed brain was embedded in OCT, frozen on dry ice, sectioned at 15 µm on a cryostat (Leica), mounted on glass slides and stored at −80°C until used. Before processing for immunohistochemistry, brain section slides were warmed to room temperature, fixed in 4% PFA for 2–4 minutes and washed in PBS.

For immunostaining, sections were blocked in 10% normal donkey serum, 2% bovine serum albumin, and 0.3% Triton X in PBS for 2 hours, then incubated in blocking solution overnight at 4°C with primary antibodies used as follows: Anti-CHRNB2 M270 (1∶250 n8408, Sigma, St Louis, MO), anti-CHRNB2 (1∶250, sc-1449, Santa Cruz Biotechnology, Santa Cruz, CA), anti-CCL21 (1∶500; sc-25445, Santa Cruz Biotechnology), anti-CDH1 (1∶50; 610181,BD Biosciences, San Jose CA) and anti-SPP1 (1∶100; 01-20002, American Research Products, Belmont MA), followed by incubation with Alexa Fluor 568 or 594 fluorescent secondaries (1∶500; Invitrogen, Carlsbad, CA), or CY3 (1∶500; Jackson ImmunoResearch Laboratory., Inc., West Grove, PA) for 1 hour. Nuclei were visualized with DAPI (1∶500; KPL, Gaithersburg, MD) and sections were coverslipped using Vectashield (Vector Laboratories, Burlingame, CA). For control slides primary antibodies were omitted. Images were acquired on an Olympus FV500 confocal microscope (Olympus, Japan). Brightness and contrast were adjusted using Adobe Photoshop.

### Retinal projections to LGN

Retinal projections were traced by making intraocular injections of cholera toxin-ß (CTB) conjugated to fluorescent dyes (Molecular Probes). Twenty four hours prior to the required time points, (P4, P8) mice were anesthetized by immersion in ice water and intraocular injections of 1 µl of CTB conjugated to Alexa 488 (left eye) and Alexa 594 (right eye) in 0.5% saline were made into the far temporal region of the eye with a micro pipette. The eyes were treated with ophthalmic antibiotic and the animals placed on a warm surface until full movement was regained. After euthanasia, the brains were removed and immersion fixed with 4% paraformaldehyde for 48 hours. The brains were then sectioned at 50 µm on a vibratome (Leica), mounted on glass slides, cover slipped, then imaged on a Nikon Eclipse E600 upright microscope equipped with an ORCA-ER C4742-90 CCD camera (Hamamatsu Photonics) using a 10× objective. Images were pseudo colored using Wasabi software (Hamamatsu).

### RT-PCR

Qualitative RT-PCR was performed to validate the microarray assay for selected genes of interest. Qiagen OneStep RT-PCR reagents were used with the protocol recommended by the manufacturer. Ten to 20 ng of each template RNA was used per 25 µl reaction volume. Negative controls were run without added template. At 20–35 cycles aliquots of each reaction were withdrawn and run on agarose gels. Gel images have been adjusted for brightness and contrast with Adobe Photoshop. Actin control RT-PCRs are shown in Figure S1. Primers used are given in Table 1.

**Table 1:** RT-PCR primers.

Gene symbol	Tissue ampli-fied	Forward primer	Reverse primer	Expected cDNA size (bp)	Comment
Actb	Retina, LGN	gaaatcgtgcgtgacatca	aacgcagctcagtaacagt	535	
Chrnb2	Retina, LGN	gtatcattggcacagctca	gcaatgaagcgtacaccgt	1120	
Pisd-ps3 (Rik4933439C20)	Retina, LGN	ctcttggtggtctttcaag	agaaactctacagacgcca	270	Multiple chromosomal loci
Plac9	Retina	aggcgactacggacaaact	ttgcacaggtcacccaggt	590	
Ccl21 (6CKine)	Retina	gatgactctgagcctcctt	gtctgttcagttctcttgca	370	
Rik4933409K07	Retina	caagtctgtgttgacatgga	ttaataatgtacagcagagaca	715	
Crb1	retina	cttgtgtctgccctcaaga	gtgcagcccaggagaattt	710	4 known isoforms
Xlr3a	LGN	caattactggttagcacacat	tatccatacaagtgagggat	420	
Spp1	LGN	agaagcatccttgcttgggt	cttcatgtgagaggtgaggt	615	
Cdh1	LGN	cccaagttgcccagttct	atcttagagaacggtttcaat	545	
Lypd2	LGN	ttggcactgatattgggca	ccatggctttacagcagga	370	

## Results

### Genetic background of the two *Chrnb2−/−* mutant strains contributes to changes in their transcriptomes

Comparison of the two mutant strains with each other and with the WT strain (C57BL/6J) reveals the genes truly affected by lack of *Chrnb2* expression *vs.* those resulting from inter-strain differences. The importance of the contribution of the mouse background strain to the transcriptional profile has been noted by others [19], [20], [21], [22]. When gene expression is compared in Xu and Picciotto P4 LGN, 15 genes display significantly altered expression by the chosen stringency criteria (Figure 1A). 

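Erdr1, named as an erythroid differentiation regulator, separated the mutants most in the P4 LGN. One of its 2 probe sets read 3593 ± 153 in Pic (SD, n = 3) and 5.88 ± 1.84 in Xu mice (n = 3). Erdr1 had a log2 difference between Xu and Pic of −7.37 (adjusted p = 1.47e-10, limma). WT read 585 ± 85.5 (n = 2). Mid1, a ubiquitin ligase that binds microtubules, was higher in Pic at 163 ± 45.8 than in Xu at 16.5 ± 2.20. Mid1 had a log2 difference between Xu and Pic of −2.43 (adjusted p = 0.000584, limma). One probe set of Zkscan3, a zinc-finger transcription factor, was also higher in Pic, with 436 ± 43.9 against 124 ± 15.2. Zkscan3 had a log2 difference between Xu and Pic of −1.69 (adjusted p = 0.000292, limma), while its 2 others, at −0.73 and −0.90, were not called. The peptide transporter Slc15a2 went in opposite directions by probe set. One probe set read 297 ± 24.5 in Pic and 1255 ± 53.4 in Xu. Slc15a2 had a log2 difference between Xu and Pic of 2.02 (adjusted p = 2.19e-05, limma). A dimmer one read 177 ± 48.9 and 36.9 ± 3.62. Slc15a2 had a log2 difference between Xu and Pic of −1.84 (adjusted p = 0.00327, limma). One probe set of Pigz, which adds a mannose to GPI anchors, was higher in Xu, with 52.1 ± 11.1 in Pic and 189 ± 5.17 in Xu mice. Pigz had a log2 difference between Xu and Pic of 1.60 (adjusted p = 0.00123, limma), and by its other probe set of 0.32 (adjusted p = 0.485, limma). The probe sets called kept their call whichever array was left out. In all, limma called 52 of 25640 probe sets (38 genes), 37 lower and 15 higher in Xu than in Pic, and 4190 had an unadjusted p under 0.05. By the study's criteria, with a fold change of 2 for this comparison, 18 differed. Left out 1 at a time, WT A gave 19 calls, WT D 19, Pic B 24, Pic C 1320, Pic D 20, Xu A 18, Xu B 94 and Xu C 16. The count was 33 with no filter on low values, 19 with only the 2 groups in the fit and 22 with WT E. Of 17 tested probe sets in the paper's table, limma called 16, which is no independent evidence since they were chosen on these arrays. The paper uses the comparison of the 2 mutants with each other and with WT to tell effects of lost Chrnb2 from strain differences. For Pisd-ps3 it raises genetic background as a possible addition to the mutation.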

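Erdr1 also separated the mutants in the P4 retina, at 1302 ± 325 in Pic (SD, n = 3) and 5.08 ± 3.21 in Xu mice (n = 3). Erdr1 had a log2 difference between Xu and Pic of −5.95 (adjusted p = 3.02e-08, limma). WT mice lay between, at 646 ± 189 (n = 3). Traf4, an adaptor of tumor necrosis factor receptors, was higher in Xu, with 212 ± 17.7 in WT, 235 ± 12.1 in Pic and 629.6 ± 28.4 in Xu mice. Traf4 had a log2 difference between Xu and Pic of 1.36 (adjusted p = 2.78e-06, limma). Wdfy1, a protein of endosomes, was called lower in Pic by 3 of its 4 probe sets, and the brightest read 513 ± 38.7 in Pic and 882 ± 9.64 in Xu mice. Wdfy1 had a log2 difference between Xu and Pic of 0.77 (adjusted p = 0.000356, limma). Mns1, a protein of cilia and flagella, was lower in Xu at 156 ± 16.1 than in Pic at 272 ± 3.06. Mns1 had a log2 difference between Xu and Pic of −0.75 (adjusted p = 0.00231, limma). Ctse, the protease cathepsin E, read 66.1 ± 8.65 in Pic and 136 ± 15.0 in Xu. Ctse had a log2 difference between Xu and Pic of 0.89 (adjusted p = 0.00371, limma). Gabra2, a subunit of GABA-A receptors, read 169 ± 52.5 in Pic and 397 ± 29.5 in Xu. Gabra2 had a log2 difference between Xu and Pic of 1.19 (adjusted p = 0.00874, limma). Gabra2 lost this call without Pic B (1.09) or Xu C (1.15), and 1 of its 3 probe sets was not called (0.85, adjusted p = 0.321, limma). Limma called 28 of 19888 probe sets (17 genes), 11 lower and 17 higher in Xu, against 1819 with an unadjusted p under 0.05 and 3 by the study's criteria. The 28 became 13 without Pic B, 15 without Pic C, 18 without Xu A, 18 without Xu B and 15 without Xu C.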

Two genes (*Erdr1* and *Traf4*) differ between the two mutants in the P4 retina (Figure 1B), while hundreds of genes showed different expression between the two mutant adult retinas (Table S3). However, the difference in *Erdr1* and *Traf4* expression is no longer evident in the adult retina. 

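In adult retina the dimmer Erdr1 probe set averaged 572 ± 24.8 (SD, n = 2) in WT, 226 ± 37.1 (n = 2) in Pic and 5.18 ± 2.01 (n = 2) in Xu mice. Erdr1 had a log2 difference between Xu and Pic of −3.51 (adjusted p = 4.36e-05, limma). The brighter Erdr1 probe set averaged 231 ± 43.4 in Pic and 30.0 ± 12.1 in Xu mice. Erdr1 had a log2 difference between Xu and Pic of −2.44 (adjusted p = 0.000313, limma). Both probe sets kept their call whichever array was left out. The median factor between the deposited values and those printed in the paper's tables is 4.48. Divided by it, the difference between Xu and Pic is −49.2 for the dimmer and −45.0 for the brighter. Both lie close under the study's difference of 50, and a median factor need not hold for a single probe set. On the same scale both stayed lower than WT in both mutants by the study's criteria. The differences from WT were −77.5 in Pic and −126.7 in Xu for the dimmer, and −118.7 and −163.6 for the brighter. Both mutants were also called below WT by both probe sets. For the dimmer, Erdr1 had log2 differences from WT of −1.29 in Pic (adjusted p = 0.0127) and −4.80 in Xu mice (adjusted p = 3.4e-05, limma). Erdr1 lost this call without Pic 1542 (−2.97) or Pic 1543 (−3.12). For the brighter the differences from WT were −1.67 in Pic (adjusted p = 0.00875) and −4.11 in Xu mice (adjusted p = 6.99e-05, limma), a call lost without Pic 1542 (−2.80) or Pic 1543 (−2.98). Traf4 averaged 35.2 ± 3.88 in WT, 31.3 ± 16.0 in Pic and 33.8 ± 0.587 in Xu mice and was not tested, since it stayed under 50 in every adult array. Whether the difference between the mutants changed with age was not tested.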

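Cryaa, Cryba1 and Crygs encode crystallins, the soluble proteins that fill lens fiber cells, and Mip encodes the water channel of those cells. All 4 were abundant in the adult Pic retinas and nearly absent from the Xu retinas. Cryba1 averaged 226 ± 305 (SD, n = 2) in WT, 6338 ± 586 (n = 2) in Pic and 5.10 ± 0.566 (n = 2) in Xu mice. Cryba1 had a log2 difference between Xu and Pic of −8.23 (adjusted p = 0.00107, limma). Crygs read 5499 and 6996 in the Pic mice and 2.74 and 3.06 in the Xu mice. Crygs had a log2 difference between Xu and Pic of −8.36 (adjusted p = 0.000885, limma). The WT mice differed from each other, with Crygs at 4.17 in WT 748 and 308 in WT 763. For Mip the means were 1193 ± 285 in Pic and 4.52 ± 2.15 in Xu mice. Mip had a log2 difference between Xu and Pic of −5.86 (adjusted p = 0.000111, limma). Of 24 lens genes listed before the files were seen, 16 read at least 50 in 2 or more arrays and were tested. All 16 were lower in Xu than in Pic (adjusted p under 0.05, limma), as were 16 when adjusted over the list alone. Listed genes that were low in nearly all arrays were not tested, so this is no share of the whole list. The list median was −5.84 (camera adjusted p = 5.54e-13 with a preset correlation, adjusted p = 0.735 with an estimated correlation). Against WT, none of the 16 was called in both mutants by limma, by the study's criteria or at an unadjusted p under 0.05, and the list median over both mutants was 1.79 (camera adjusted p = 7.42e-12, adjusted p = 0.703 with an estimated correlation). Of 16 genes of the retinal pigment epithelium, 9 were lower in Xu than in Pic (limma; 9 when adjusted over the list alone), with a median of −0.77 (camera adjusted p = 0.0022, adjusted p = 0.735 with an estimated correlation).

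**Figure D1:**
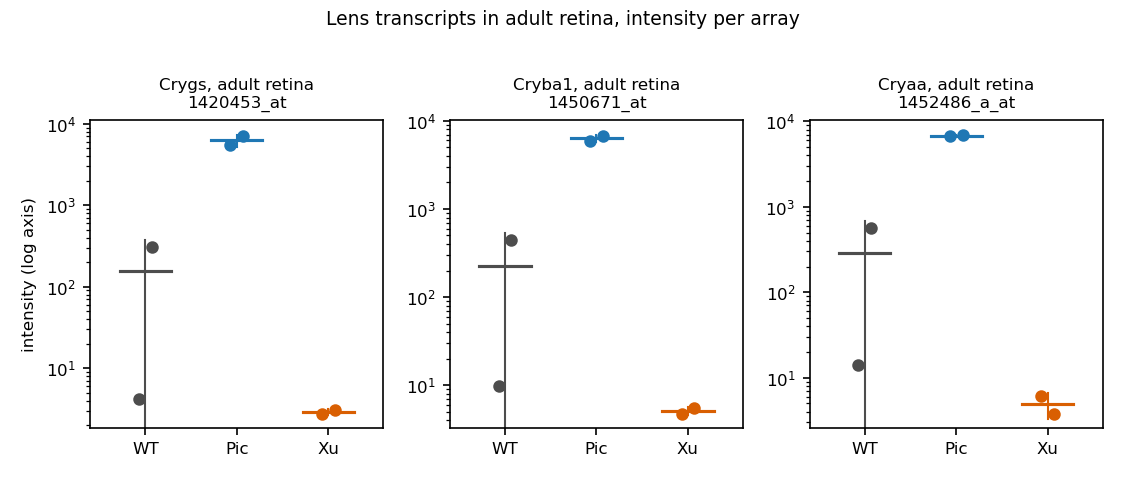
Intensity of Crygs, Cryba1 and Cryaa in adult retina on a log axis. Each point is 1 array (n = 2 for each type of mouse), the horizontal line is the mean and the vertical bar the SD, drawn to the foot of the axis where it passes 0.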

Only two adult retinas were sampled for each type of mouse, vs. three each for P4 mice, and many lens proteins appear in the differentially expressed genes in the adult mice. 

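Outside the list of lens genes, Tekt3, a filament protein of cilia, averaged 2927 ± 622 in Pic (SD, n = 2) and 27.3 ± 8.87 in Xu adult retinas (n = 2). Tekt3 had a log2 difference between Xu and Pic of −6.09 (adjusted p = 1.41e-05, limma). Nupr1, a stress-induced nuclear protein, was likewise lower in Xu, with 1220.0 ± 59.0 and 195 ± 108. Nupr1 had a log2 difference between Xu and Pic of −2.65 (adjusted p = 0.00168, limma). In P4 retina Nupr1 was high in the same array as lens genes: Pic C read 491 for Nupr1, 3333 for Crybb1 and 3679 for Crybb3, both crystallins, against 32.1 and 33.7, 52.1 and 53.2, and 70.8 and 68.6 in Pic A and B. The peptide transporter Slc15a2 was lower in Xu by 2 dimmer probe sets, one of them with 359 ± 4.92 in Pic and 29.9 ± 3.25 in Xu mice. Slc15a2 had a log2 difference between Xu and Pic of −3.03 (adjusted p = 0.000101, limma) there, and of 0.40 (adjusted p = 0.175, limma) by its brightest probe set, at 685 ± 137 and 900 ± 68.7. Single probe sets of the splicing factors Sfpq and Tra2a and of Ogt, picked from among the largest differences, were higher in Xu. Sfpq read 95.05 ± 62.4 in Pic and 1437 ± 131 in Xu mice. Sfpq had a log2 difference between Xu and Pic of 3.83 (adjusted p = 0.00185, limma). Tra2a read 16.6 ± 4.62 and 375 ± 56.8. Tra2a had a log2 difference between Xu and Pic of 3.58 (adjusted p = 0.00146, limma). Ogt, which attaches N-acetylglucosamine to proteins, read 9.46 ± 6.27 and 338 ± 37.2. Ogt had a log2 difference between Xu and Pic of 3.82 (adjusted p = 0.00043, limma). The other probe sets of these 3 genes ran from −0.02 to 1.34 for Sfpq, from 0.18 to 3.16 for Tra2a and from −0.66 to 0.30 for Ogt. Of 9382 probe sets called by limma (5844 genes), 4824 were lower and 4558 higher in Xu than in Pic, 11994 had an unadjusted p under 0.05 and 2416 met the study's criteria. The 9382 became 4916 without Pic 1542, 4744 without Pic 1543, 3498 without Xu 77 and 4325 without Xu 78. Among general markers of neurons, 7 were higher in Xu and none lower (limma; 7 when adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.00429, adjusted p = 0.735 with an estimated correlation). The paper's own share of probe sets called present is 70.4% and 69% in the Xu arrays, 56.3% and 55.9% in Pic and 59.6% and 61% in WT. Of 908 tested probe sets in the paper's table for this comparison, limma called 899, which is no independent evidence since they were chosen on these arrays.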

We attribute most of the variation in the adult samples to the small sample size and dissection artifacts.

**Figure 1:**
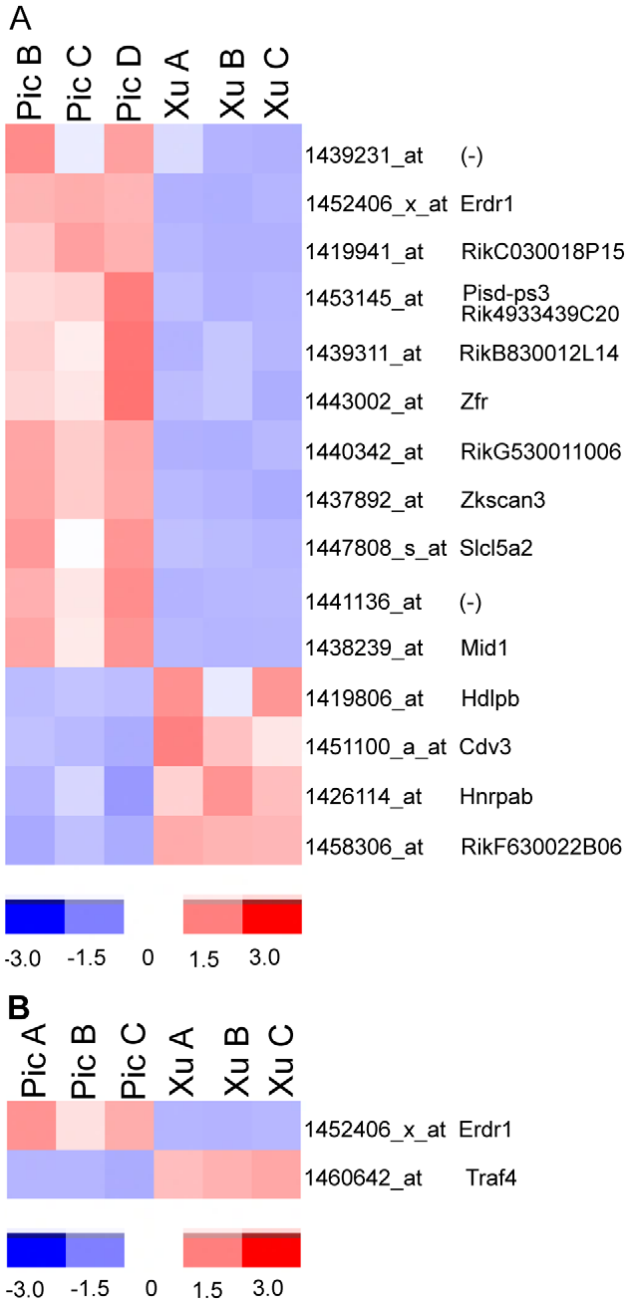
Differential gene expression between P4 Pic and Xu Chrnb2−/− mutant retinas and LGNs. A. Heat map of genes differentially expressed between the two mutant P4 LGNs. B. Heat map of genes differentially expressed between the two mutant P4 retinas. Gene names are in Table S4.

Expression of at least two genes which show significantly different expression between mutant and WT animals may also be affected by background strain. 

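Xlr3a belongs to a family of X-linked genes first found in lymphocytes. In the P4 LGN it averaged 18.6 ± 7.05 (SD, n = 2) in WT, 141 ± 73.4 (n = 3) in Pic and 169 ± 44.6 (n = 3) in Xu mice. Xlr3a had log2 differences from WT of 2.10 in Pic (adjusted p = 0.0317) and 2.41 in Xu mice (adjusted p = 0.0166, limma). It was called higher in both mutants. Xlr3a lost this call without WT A (2.04), WT D (2.46), Pic B (2.35), Xu A (2.18) or Xu C (2.23) and with a pseudocount of 64 (1.37), without the variance trend (2.25) and with only the 2 groups in the fit (2.25). In the P4 retina Xlr3a averaged 106 ± 59.6 in WT, 229 ± 164 in Pic and 160.2 ± 122 in Xu mice (n = 3 each). Xlr3a had log2 differences from WT of 0.74 in Pic (adjusted p = 0.499) and 0.41 in Xu mice (adjusted p = 0.752, limma). The adult retina gave 119.7 ± 66.8 in WT, 117 ± 49.3 in Pic and 91.2 ± 20.2 in Xu mice (n = 2 each). Xlr3a had log2 differences from WT of 0.01 in Pic (adjusted p = 0.992) and −0.26 in Xu mice (adjusted p = 0.644, limma). Xu and Pic mice did not differ at an adjusted p under 0.05 in any of the 3 sets. Xlr3a had a log2 difference between Xu and Pic of 0.31 (adjusted p = 0.606, limma) in the LGN. The effect on Xlr3a in the LGN minus that in the retina was 1.68 (standard error 0.74, adjusted p = 0.38, limma).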

The *Xlr3a* gene, which is overexpressed in P4 mutant LGN (see below), is located on the X chromosome. The two *Chrnb2−/−*mutant strains potentially express combinations of X alleles from the 129/SvEv, HM1, DBA/2 and/or C57BL/6J lines [20]. Increased expression of this gene in mutant LGNs may reflect the differences in X chromosome alleles relative to C57BL/6J control expression rather than lack of CHRNB2. As previously mentioned, expression of the *Pisd-ps3* pseudogene family is reduced in mutants for both tissues and ages examined. However, two probe sets (*1453144_at* and *1453145_at*) are also detected significantly less in Picciotto than in Xu *Chrnb2−/−*mutant mice, indicating a potential background strain effect for at least some of these loci.

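Pisd-ps3 is a pseudogene of phosphatidylserine decarboxylase, an enzyme of phospholipid synthesis. The dimmer of 2 probe sets that the paper names was higher in Pic than in Xu P4 LGN, at 278 ± 43.1 (SD, n = 3) against 38.6 ± 5.80 (n = 3). Pisd-ps3 had a log2 difference between Xu and Pic of −2.42 (adjusted p = 4.26e-05, limma). The brighter read 2554 ± 702 in Pic and 544 ± 98.8 in Xu mice. Pisd-ps3 had a log2 difference between Xu and Pic of −2.18 (adjusted p = 0.00077, limma). Both calls were kept whichever array was left out. In the P4 retina the brighter read 40.3 ± 12.5 and 37.7 ± 2.61. Pisd-ps3 had a log2 difference between Xu and Pic of −0.04 (adjusted p = 0.956, limma). The dimmer was too low to be tested at 2.24 ± 0.765 and 2.03 ± 1.83 (n = 3 each). In the adult retina the dimmer read 14.7 ± 3.49 in Pic and 5.91 ± 3.72 in Xu mice (n = 2 each). Pisd-ps3 had a log2 difference between Xu and Pic of −0.49 (adjusted p = 0.398, limma). The brighter read 182 ± 46.7 and 208 ± 18.1. Pisd-ps3 had a log2 difference between Xu and Pic of 0.20 (adjusted p = 0.627, limma).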

### *Chrnb2* mRNA expression is downregulated in P4 mutant mouse tissues

The Picciotto and Xu *Chrnb2−/−*mutants are created by two distinct procedures. In the Picciotto mutant a small portion of the gene around the start codon and the signal peptide has been replaced with a lacZ-neomycin resistance construct [17]. Xu mutants have the first five (of six total) exons replaced with a neomycin resistance cassette [23] (Figure 2A). 

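Chrnb2, the gene deleted in both mutants, had a mean intensity in the P4 LGN of 304 ± 11.9 (SD, n = 2) in WT, 49.9 ± 9.72 (n = 3) in Pic and 5.72 ± 1.88 (n = 3) in Xu mice for the brighter probe set. Chrnb2 had log2 differences from WT of −2.29 in Pic (adjusted p = 0.000497) and −3.89 in Xu mice (adjusted p = 3.45e-06, limma). The dimmer probe set averaged 85.4 ± 0.325 in WT, 11.1 ± 2.505 in Pic and 12.4 ± 3.58 in Xu mice. Chrnb2 had log2 differences from WT of −1.91 in Pic (adjusted p = 0.00276) and −1.84 in Xu mice (adjusted p = 0.00326, limma). Chrnb2 lost this call without WT A (−1.87) or WT D (−1.88). The P4 retina gave 118 ± 13.1 in WT, 26.9 ± 2.52 in Pic and 14.0 ± 5.17 in Xu mice (n = 3 each). Chrnb2 had log2 differences from WT of −1.640 in Pic (adjusted p = 0.000105) and −2.17 in Xu mice (adjusted p = 7.84e-06, limma). Adult retina gave 284 ± 65.2 in WT, 36.1 ± 4.14 in Pic and 15.3 ± 1.49 in Xu mice (n = 2 each). Chrnb2 had log2 differences from WT of −2.51 in Pic (adjusted p = 0.00238) and −3.25 in Xu mice (adjusted p = 0.000251, limma). Chrnb2 lost this call without Pic 1543 (−2.84). The dimmer probe set stayed under 50 in every retina array and was not tested, at 12.8 ± 4.78 in WT, 11.8 ± 1.21 in Pic and 15.8 ± 12.7 in Xu mice at P4.

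**Figure D2:**
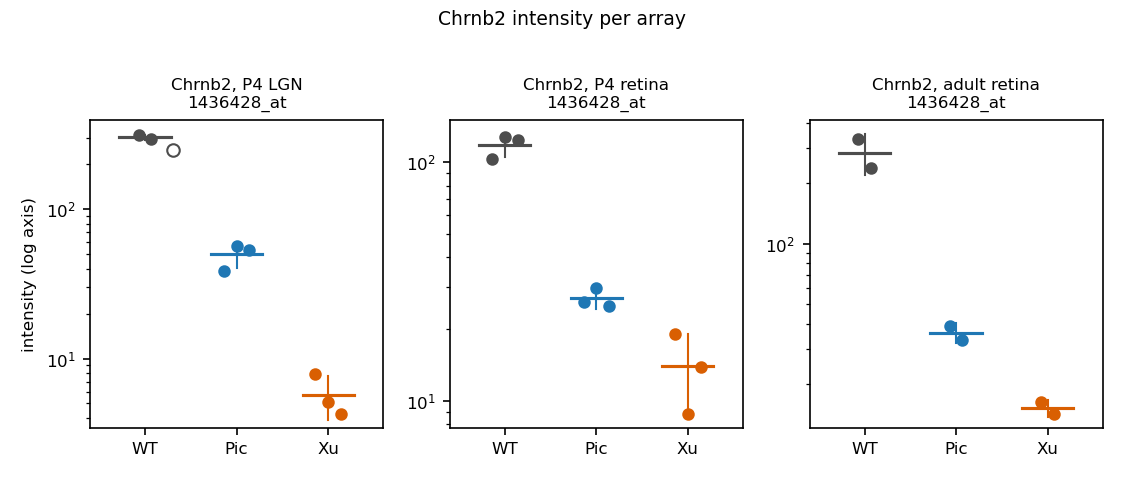
Intensity of the brighter Chrnb2 probe set in P4 LGN, P4 retina and adult retina on a log axis. Each point is 1 array, the horizontal line is the mean and the vertical bar the SD. The open circle is WT E, which the study left out.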

Expression of *Chrnb2* mRNA was dramatically lower in microarray analysis of tissues from both mutants (Table 2). However, the *Chrnb2* probe set *1436428_at* consistently showed less expression in Xu animals than in Picciotto animals (Table 2). 

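At P4 the brighter Chrnb2 probe set had a log2 difference between Xu and Pic of −1.59 (adjusted p = 0.00282, limma) in the LGN, with a standard error of 0.16 from 3 arrays of each mutant. In the P4 retina it had a log2 difference between Xu and Pic of −0.53 (adjusted p = 0.296, limma), with a standard error of 0.14. In the adult retina it had a log2 difference between Xu and Pic of −0.73 (adjusted p = 0.0453, limma), with 2 arrays of each mutant. Chrnb2 lost this call without Pic 1542 (−0.65), Pic 1543 (−0.82), Xu 77 (−0.78) or Xu 78 (−0.69) and with a pseudocount of 64 (−0.34) and with no filter on low values (−0.73). The dimmer probe set did not separate the mutants in the LGN. Chrnb2 had a log2 difference between Xu and Pic of 0.06 (adjusted p = 0.882, limma). The paper states that the brighter probe set read less in Xu than in Pic mice, and by RT-PCR that Chrnb2 mRNA was found in Pic and not in Xu mutants.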

To determine whether Picciotto mice make a small amount of *Chrnb2* mRNA, RT-PCR was performed with primers spanning exons 3–5 (Figure 2A and B). Several in-frame potential start codons immediately downstream of the canonical AUG start codon remain in Picciotto mice and *Chrnb2* mRNA is detectable in Picciotto P4 retina and LGN, while no *Chrnb2* mRNA is detected in Xu mutant amplifications (Figure 2B). The amount of mRNA made is small, and CHRNB2 protein is not detected in Picciotto retina by Western blot [17] or by IHC (Figure 2C and D). Furthermore, the phenotypes of the Picciotto and Xu animals with respect to retinal wave activity and LGN segregation are similar [15], suggesting that the small amount of mRNA made in Picciotto animals does not affect their mutant status. However, detection of this mRNA on the microarray scan and its subsequent verification by RT-PCR analysis indicates the sensitivity of the microarray assay.

**Figure 2 pone-0018626-g002:**
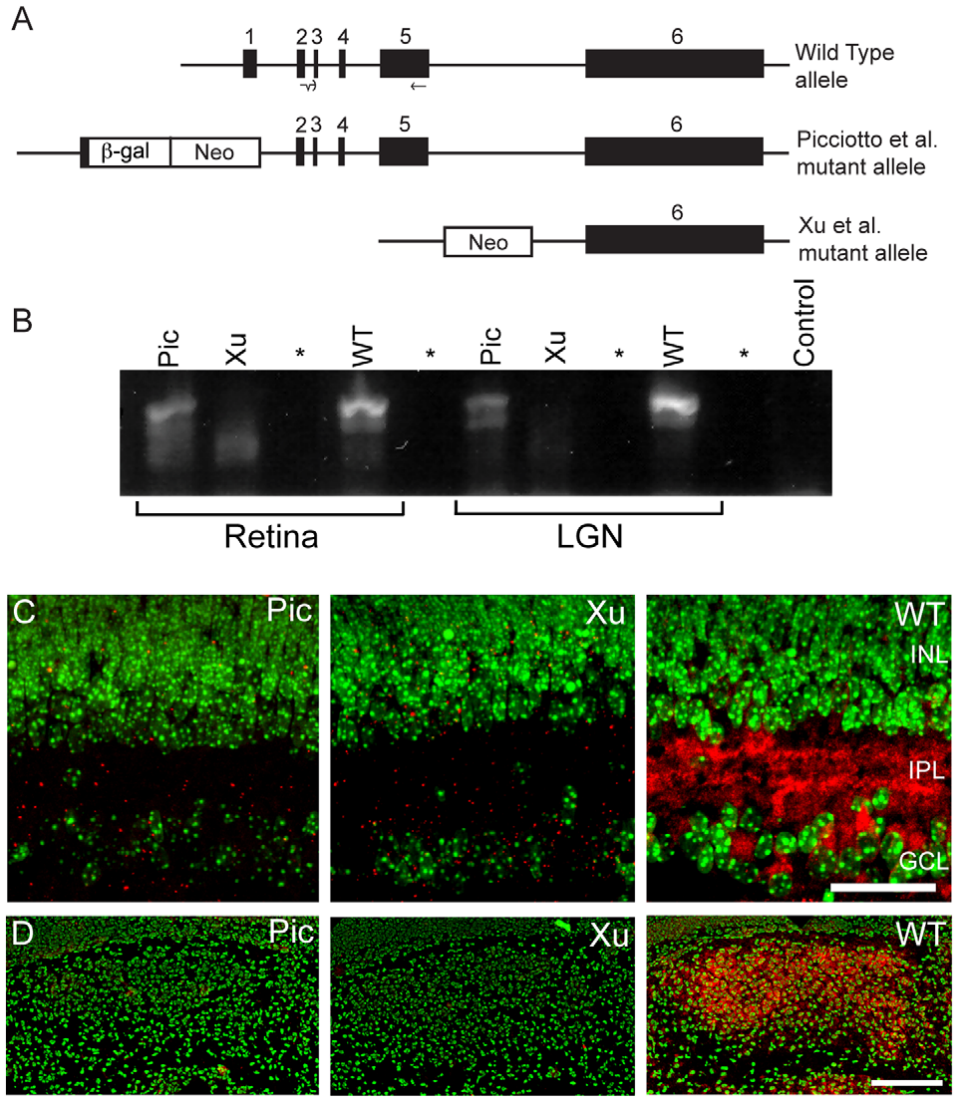
Genotypes and validation of Chrnb2−/− mutants. A. The structures of the Chrnb2 gene in WT and Pic (Piccotto) and Xu mutants. Exons are numbered solid boxes. The positions of the primers used in (B) are solid black lines and arrows shown below the WT diagram. B. RT-PCR amplifications of Chrnb2 from P4 retinal and LGN mRNA. The forward primer spans the exon 2–3 junction. The reverse primer is located at the 3′ end of exon 5. (see A) Primer sequences are given in Table 1. The expected cDNA product is 1120 bp. Note that Pic mice express some Chrnb2 mRNA while Xu mice do not. This image was made of a 35-cycle amplification to visualize expression in the Pic mice clearly. At 25 cycles the band in the Pic lanes is barely visible (not shown). * indicates an unloaded lane. “Control” is without template. Actin amplification controls are shown in Figure S1. C. Confocal images of retinal tissue using an antibody to CHRNB2 (sc-1449). INL; inner nuclear layer; IPL, inner plexiform layer; GCL; ganglion cell layer. Scale 50 µm. D. Confocal images of P4 LGN tissue using an antibody to CHRNB2 (sc-1449). The region occupied by the LGN expresses CHRNB2. Scale 200 µm. In C and D, DAPI counterstain is pseudocolored green and anti-CHRNB2 is red.

**Table 2:** Chrnb2 mRNA expression in P4 Xu and Picciotto Chrnb2−/− LGN and retina vs WT.

LGN expression	probe set	WT A	WT D	*	KO A	KO B	KO C	fold change
Xu vs WT	1436428_at	313	296		8	5	4	60.4
Xu vs WT	1441837_at	86	85		8	12	16	7.5
Pic vs WT	1436428_at	313	296		39	57	54	6.0
Pic vs WT	1441837_at	86	85		12	12	8	8.0

*Only two WT LGN microarrays were used (see Methods).

### Expression of calcium signaling and cell adhesion genes is reduced in P4 mutant LGNs

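Thbd, Foxc2, Slc26a7 and Ccn3 were among the genes lower in both mutants in the P4 LGN. Thbd, or thrombomodulin, binds thrombin on the cell surface and averaged 418 ± 104 (SD, n = 2) in WT, 67.4 ± 3.198 (n = 3) in Pic and 89.1 ± 4.32 (n = 3) in Xu mice. Thbd had log2 differences from WT of −2.36 in Pic (adjusted p = 0.000299) and −2.02 in Xu mice (adjusted p = 0.000474, limma). It kept its call whichever array was left out and lost it with WT E (−1.61). Foxc2, a forkhead transcription factor of mesenchyme, averaged 379 ± 21.0 in WT, 81.6 ± 8.00 in Pic and 132 ± 22.1 in Xu mice. Foxc2 had log2 differences from WT of −2.02 in Pic (adjusted p = 0.000497) and −1.42 in Xu mice (adjusted p = 0.00458, limma). Foxc2 lost this call without WT A (−1.66) or WT D (−1.77) and with WT E (−1.16). The anion exchanger Slc26a7 averaged 165 ± 28.7 in WT, 41.7 ± 11.8 in Pic and 40.6 ± 4.49 in Xu mice. Slc26a7 had log2 differences from WT of −1.66 in Pic (adjusted p = 0.0086) and −1.67 in Xu mice (adjusted p = 0.00826, limma). Slc26a7 lost this call without WT A (−1.50), WT D (−1.82) or Xu A (−1.640) and with WT E (−1.31). Ccn3, a secreted matrix protein, averaged 912 ± 81.5 in WT, 294 ± 61.6 in Pic and 376 ± 21.5 in Xu mice. Ccn3 had log2 differences from WT of −1.60 in Pic (adjusted p = 0.00289) and −1.24 in Xu mice (adjusted p = 0.0177, limma). Ccn3 lost this call without WT A (−1.33), WT D (−1.51), Xu A (−1.43), Xu B (−1.44) or Xu C (−1.40). Another Ccn3 probe set was not called, at −1.38 in Pic (adjusted p = 0.0688) and −1.21 in Xu mice (adjusted p = 0.105, limma). Limma called 17 probe sets lower in both mutants (15 genes, Chrnb2 included), 417 were lower at an unadjusted p under 0.05 in both, and 48 were lower by the study's criteria. Left out 1 at a time, WT A gave 3 lower probe sets, WT D 6, Pic B 11, Pic C 60, Xu A 10, Xu B 10 and Xu C 11. With WT E added, 4 were lower. Mpzl2, Chrnb2 and Thbd were called in every fit that left out 1 array. Of 50 tested probe sets in the paper's table of mutants against WT, limma called 19, which is no independent evidence since they were chosen on these arrays. The paper's own unnormalized median intensities are 99 and 92 for WT A and WT D, 75, 65 and 81 for Pic, 74, 88 and 65 for Xu and 65 for WT E. The paper reasons that genes lowered in 2 independently made mutants can be assigned to the lack of Chrnb2 with more certainty.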

Exclusive of the *Chrnb2* index gene, 32 transcripts are downregulated in mutant P4 LGNs using the selected stringency criteria (Figure 3A;Table S2). 

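Slc47a1, a transporter that extrudes organic cations, averaged 172 ± 67.0 (SD, n = 2) in WT, 18.5 ± 12.0 (n = 3) in Pic and 31.7 ± 2.19 (n = 3) in Xu mice in the P4 LGN. Slc47a1 had log2 differences from WT of −2.47 in Pic (adjusted p = 0.0086) and −1.93 in Xu mice (adjusted p = 0.0417, limma). It was called lower in both mutants. Slc47a1 lost this call without any 1 of WT A, WT D, Pic B, Xu A, Xu B or Xu C (−1.83 to −2.57) and with a pseudocount of 4 (−2.67), with no filter on low values (−2.20), after quantile normalization (−2.15), without the variance trend (−2.20) and with WT E over the probe sets tested without it (−1.650). Fibromodulin (Fmod), which binds collagen fibrils, averaged 390.3 ± 87.2 in WT, 158 ± 71.3 in Pic and 160.1 ± 71.3 in Xu mice. Fmod had log2 differences from WT of −1.29 in Pic (adjusted p = 0.28) and −1.28 in Xu mice (adjusted p = 0.181, limma). Ogn, a small proteoglycan, averaged 312 ± 87.9 in WT, 92.0 ± 73.3 in Pic and 89.9 ± 16.6 in Xu mice. Ogn had log2 differences from WT of −1.80 in Pic (adjusted p = 0.158) and −1.62 in Xu mice (adjusted p = 0.143, limma). Ptgds, the prostaglandin D synthase of the meninges, averaged 6618 ± 1155 in WT, 2593 ± 982 in Pic and 2908 ± 914 in Xu mice. Ptgds had log2 differences from WT of −1.40 in Pic (adjusted p = 0.096) and −1.22 in Xu mice (adjusted p = 0.116, limma). Kcnj13, a potassium channel of the choroid plexus, averaged 139.5 ± 31.0 in WT, 27.1 ± 14.8 in Pic and 41.3 ± 16.5 in Xu mice. Kcnj13 had log2 differences from WT of −1.89 in Pic (adjusted p = 0.0317) and −1.46 in Xu mice (adjusted p = 0.0973, limma). All 5 were lower by the study's criteria. Of 41 further genes of the extracellular matrix, chosen to leave out those of Table S2, none was called by limma (0 when adjusted over the list alone) and 4 were lower at an unadjusted p under 0.05 in both mutants. Their median was −0.21, with 35 below 0 (camera adjusted p = 3.1e-12, adjusted p = 0.316 with an estimated correlation). Of 40 genes of the leptomeninges, the membranes around the brain, with Slc47a1 the only one in Table S2, 1 was lower and none higher (limma; 1 when adjusted over the list alone), 10 were lower at an unadjusted p under 0.05 and 1 by the study's criteria. Their median was −0.33, with 37 below 0 (camera adjusted p = 1.16e-20, adjusted p = 0.316 with an estimated correlation). Of 10 choroid plexus genes, none was called by limma (2 lower when adjusted over the list alone), 2 were lower at an unadjusted p under 0.05 and 1 by the study's criteria, with a median of −0.17 (camera adjusted p = 0.0196, adjusted p = 0.475 with an estimated correlation), a list call lost without WT A (−0.10) or Pic D (−0.17). None of 19 endothelial genes was called by limma, at an unadjusted p under 0.05 or by the study's criteria (0 when adjusted over the list alone), and their median was 0.06 (camera adjusted p = 0.99). Of 13 pericyte genes none was called (0 when adjusted over the list alone), with 1 lower and 1 higher at an unadjusted p under 0.05, 0 by the study's criteria and a median of −0.01 (limma; camera adjusted p = 0.544). Only 2 red blood cell genes were tested, with none called by limma or by the study's criteria (0 when adjusted over the list alone), 1 lower at an unadjusted p under 0.05 and a median of −0.61.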

Of the annotated genes, 22 are membrane proteins or are found in the extracellular matrix. 

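Lypd2 and its relative Lynx1 encode small proteins of the Ly6 family, and Lynx1 binds nicotinic receptors and damps them. In the P4 LGN Lypd2 averaged 61.9 ± 29.5 (SD, n = 2) in WT, 4.24 ± 2.15 (n = 3) in Pic and 9.13 ± 3.39 (n = 3) in Xu mice. Single WT arrays read 82.8 in WT A and 41.0 in WT D, with 21.2 in WT E. It was lower by the study's criteria and not tested with limma, since only 1 array reached 50. Lynx1 averaged 436 ± 0.629 in WT, 464 ± 69.3 in Pic and 615 ± 102 in Xu mice. Lynx1 had log2 differences from WT of 0.08 in Pic (adjusted p = 0.961) and 0.47 in Xu mice (adjusted p = 0.265, limma). Of 8 Ly6 family genes tested, none was called in both mutants by limma (0 when adjusted over the list alone), 2 were higher at an unadjusted p under 0.05 and 0 differed by the study's criteria. Their median was 0.21 (camera adjusted p = 0.0196, adjusted p = 0.475 with an estimated correlation), a list call lost without WT A (0.20), WT D (0.24) or Pic B (0.16). Among other nicotinic receptor subunits, 3 were tested and none was called by limma, at an unadjusted p under 0.05 or by the study's criteria (0 when adjusted over the list alone), with a median of 0.04 (camera adjusted p = 0.433). Nor was any of 5 muscarinic receptor and acetylcholine genes called by any of these (0 when adjusted over the list alone), with a median of 0.09 and a mean of −0.01 (limma; camera adjusted p = 0.898). The adult retina gave Lypd2 values of 46.6 ± 21.9 in WT, 39.4 ± 7.89 in Pic and 46.4 ± 13.3 in Xu mice (n = 2 each). Lypd2 had log2 differences from WT of −0.14 in Pic (adjusted p = 0.881) and 0.03 in Xu mice (adjusted p = 0.965, limma). The paper proposes that Lypd2, like Lynx1, may act as an inhibitor that focuses the segregation of axons in the LGN.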

Of special interest among these is Lypd2 (Lynx2), a known endogenous bungarotoxin-like inhibitor of nAChRs. Five transcripts are associated with calcium binding and/or signaling (*Anxa1*, *Cdh1*, *Mgp*, *S100a10* and *Thbd*) and six have known cell adhesion functions (*Cdh1*, *Cldn11*, *Col12a1*, *Ctgf*, *Mpzl2*, and *Spp1*). 

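Anxa1 is a calcium-dependent protein that binds phospholipids, and S100a10 is the partner of another annexin. In the P4 LGN Anxa1 averaged 285 ± 74.9 (SD, n = 2) in WT, 44.9 ± 3.25 (n = 3) in Pic and 59.3 ± 11.6 (n = 3) in Xu mice. Anxa1 had log2 differences from WT of −2.29 in Pic (adjusted p = 0.000628) and −1.99 in Xu mice (adjusted p = 0.0016, limma). Anxa1 lost this call without WT A (−1.88) and with WT E (−1.44). S100a10 averaged 2138 ± 299 in WT, 987 ± 195 in Pic and 892 ± 79.8 in Xu mice. S100a10 had log2 differences from WT of −1.11 in Pic (adjusted p = 0.0264) and −1.24 in Xu mice (adjusted p = 0.0166, limma). S100a10 lost this call without any 1 of WT A, WT D, Pic D, Xu A, Xu B or Xu C (−1.04 to −1.32) and without the variance trend (−1.18) and with only the 2 groups in the fit (−1.18). Its 2 other probe sets were not called (limma). Cldn11, a claudin of tight junctions, averaged 144 ± 7.91 in WT, 38.0 ± 7.46 in Pic and 53.9 ± 12.4 in Xu mice. Cldn11 had log2 differences from WT of −1.58 in Pic (adjusted p = 0.0086) and −1.21 in Xu mice (adjusted p = 0.0462, limma). Cldn11 lost this call without any 1 of WT A, WT D, Pic B, Xu A, Xu B or Xu C (−1.33 to −1.46) and with a pseudocount of 4 (−1.61), with no filter on low values (−1.40), after quantile normalization (−1.34) and with WT E (−1.02). Ccn2, named Ctgf in the paper, is a secreted growth factor of connective tissue and averaged 459 ± 40.0 in WT, 174 ± 46.7 in Pic and 169 ± 19.7 in Xu mice. Ccn2 had log2 differences from WT of −1.35 in Pic (adjusted p = 0.0206) and −1.36 in Xu mice (adjusted p = 0.0227, limma). Ccn2 lost this call without any 1 of WT A, WT D, Pic B, Pic D, Xu A, Xu B or Xu C (−1.27 to −1.44) and with only the 2 groups in the fit (−1.35) and with WT E (−0.76). Mgp, an inhibitor of calcification in matrix, read 1536 in WT A and 972 in WT D and averaged 268 ± 107 in Pic and 436 ± 83.6 in Xu mice. Mgp had log2 differences from WT of −2.21 in Pic (adjusted p = 0.0206) and −1.47 in Xu mice (adjusted p = 0.104, limma). It was called without Pic C (−1.66) or Pic D (−1.91). Col12a1, a collagen of fibril surfaces, averaged 306 ± 35.3 in WT, 145 ± 8.32 in Pic and 163 ± 17.5 in Xu mice. Col12a1 had log2 differences from WT of −0.996 in Pic (adjusted p = 0.0208) and −0.85 in Xu mice (adjusted p = 0.0603, limma). Col12a1 was called without Pic C (−0.90) or Pic D (−0.94). Of 44 further calcium-binding and calcium-signaling genes, chosen to leave out those of Table S2 such as Anxa1, Cdh1, Mgp, S100a10 and Thbd, none was called by limma (0 when adjusted over the list alone), with 3 lower and 1 higher at an unadjusted p under 0.05. Their median was −0.03 and their mean −0.08 (camera adjusted p = 0.0196, adjusted p = 0.475 with an estimated correlation). That list call was lost without WT A (−0.12) or Pic B (−0.05) and when each gene was given by the median of its probe sets (−0.03), and it turned to higher without WT D, where the median was 0.0061. None of 33 other cell adhesion genes was called by limma, at an unadjusted p under 0.05 or by the study's criteria (0 when adjusted over the list alone), with a median of −0.01 and a mean of 0.01 (camera adjusted p = 0.783, toward lower). The mean log2 intensity of leptomeningeal markers was 9.61 in WT A, 9.56 in WT D, 9.15, 9.40 and 8.95 in Pic B, C and D, 9.39, 9.36 and 9.14 in Xu A, B and C, and 9.42 in WT E.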

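Cdh1 encodes E-cadherin, which joins epithelial cells through calcium-dependent contacts, and Mpzl2 encodes an adhesion protein with an immunoglobulin domain. In the P4 LGN Cdh1 averaged 311 ± 179.8 (SD, n = 2) in WT, 17.6 ± 11.0 (n = 3) in Pic and 24.7 ± 4.46 (n = 3) in Xu mice. Cdh1 had log2 differences from WT of −3.21 in Pic (adjusted p = 0.00287) and −2.89 in Xu mice (adjusted p = 0.00606, limma). The WT arrays read 438 in WT A and 184 in WT D, and the call was lost without WT A (−2.46). WT E, which the paper omitted for its high percentage of outliers, read 48.6. With WT E the WT mean was 223 ± 198 (n = 3), and over the probe sets tested without it, a setting chosen after the data were seen, the log2 differences were −2.47 in Pic (adjusted p = 0.0828) and −2.15 in Xu mice (adjusted p = 0.304, limma). The brighter Mpzl2 probe set averaged 273 ± 67.1 in WT, 30.2 ± 3.43 in Pic and 41.7 ± 8.90 in Xu mice. Mpzl2 had log2 differences from WT of −2.63 in Pic (adjusted p = 0.000497) and −2.32 in Xu mice (adjusted p = 0.000683, limma), and kept its call whichever array was left out. Mpzl2 read 46.0 in WT E, and with it the log2 differences were −1.89 (adjusted p = 0.138) and −1.58 (adjusted p = 0.387, limma, the same later setting). From the loss of Cdh1 transcript and protein the paper proposes that the sorting of axons in the mutant LGN may be disturbed.

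**Figure D3:**
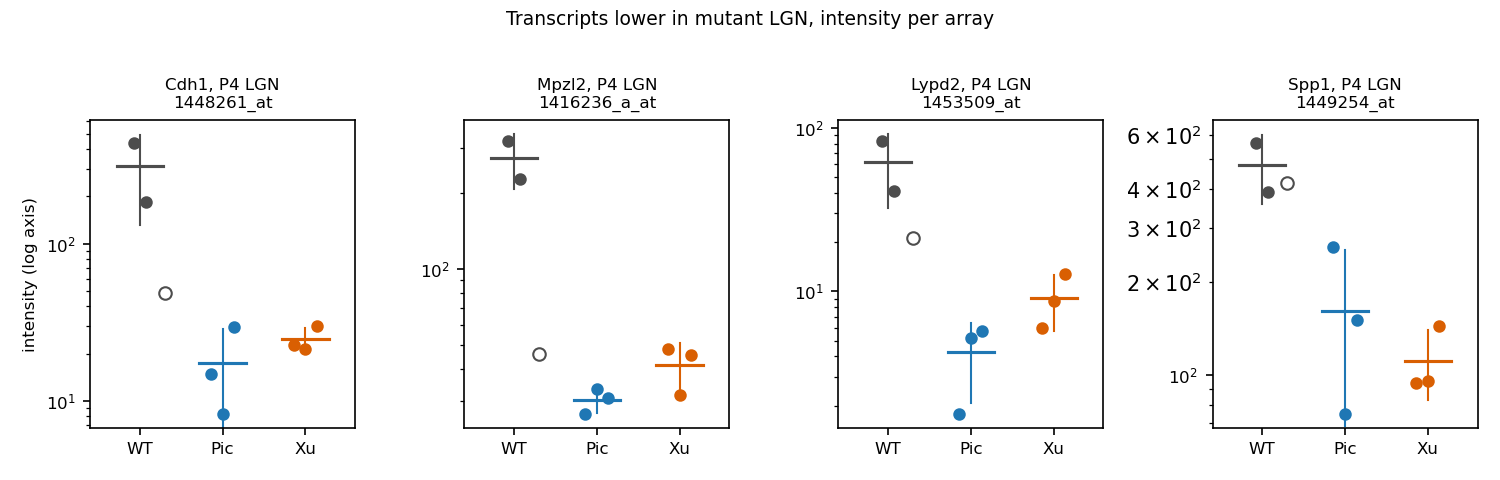
Intensity of Cdh1, Mpzl2, Lypd2 and Spp1 in P4 LGN on a log axis. Each point is 1 array (WT n = 2, Pic n = 3, Xu n = 3), the horizontal line is the mean and the vertical bar the SD, drawn to the foot of the axis where it passes 0. The open circle is WT E, which the study left out.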

*Cdh1* (E-cadherin, cadherin 1) expression is remarkably suppressed: (12 to 18 fold less in both mutant strains vs WT, Figure 3A; Table S2) and this difference in expression was confirmed by RT-PCR and IHC (Figure 3B and C).

**Figure 3 pone-0018626-g003:**
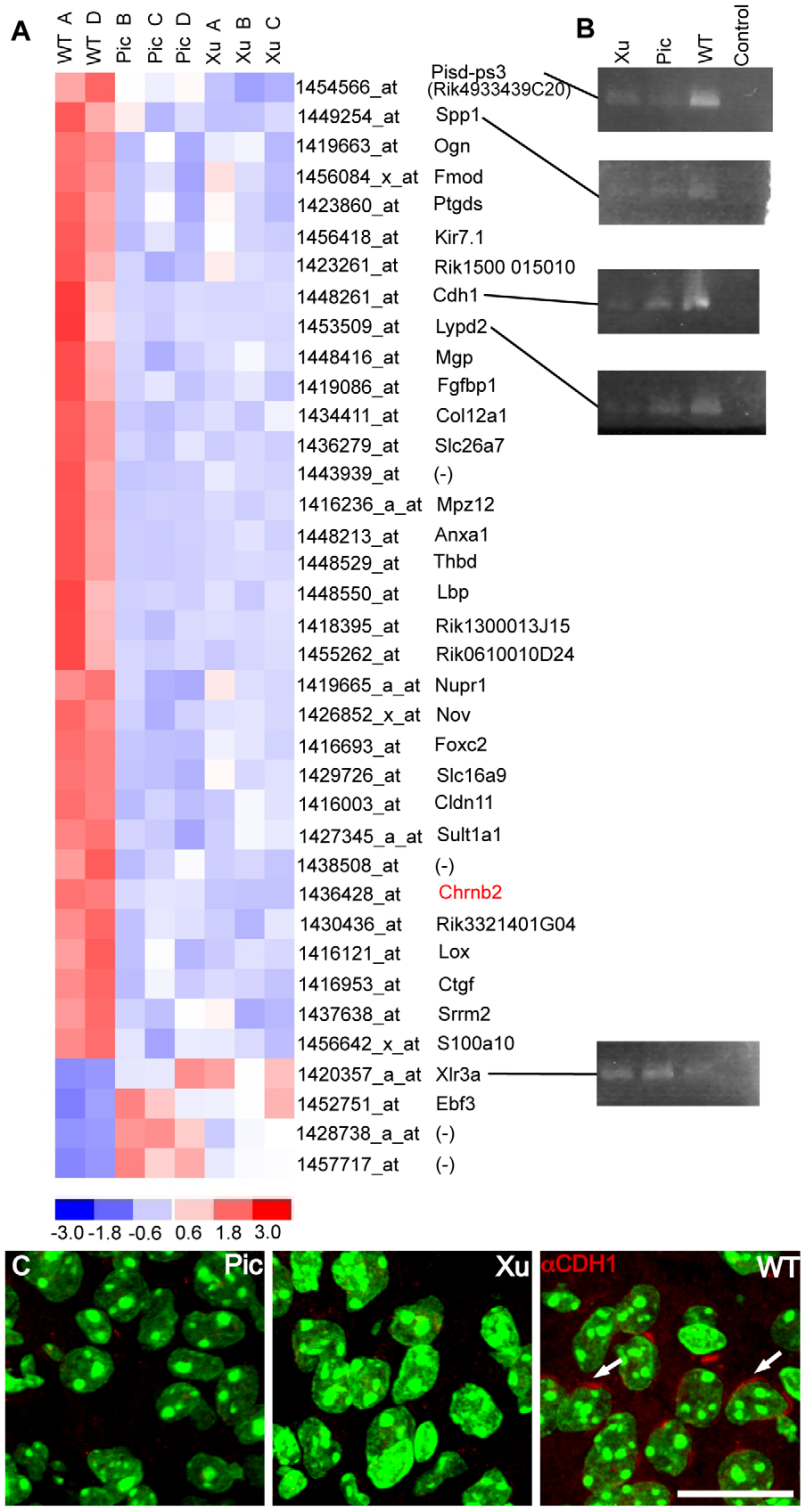
Differential CDH1 expression in P4 LGN. A. Heat map of genes differentially expressed between both mutants and WT selected from the microarray assay. Note that only four genes are overexpressed in mutant LGN and expression of these differs greatly between the Pic and Xu mutants. Redundant probesets have been stripped from the map. When a gene symbol is available it appears next to the probeset. Gene names are in Table S4. B. Validation qualitative RT-PCRs for some of the genes in (A). “Control” is without template. Primers used are given in Table 1. Actin amplification controls are shown in Figure S1. C. Confocal images of tissue sections demonstrating the absence of CDH1 protein in mutant LGN. Nuclei are counterstained with DAPI and pseudocolored green. CDH1 (arrows) is expressed discretely within the cell membrane. Scale bar 25 µm.

Only four transcripts are upregulated in P4 *Chrnb2−/−*mutant LGN by the criteria chosen (Figure 3A). These genes show considerable variability between the two types of mutant and may be differentially expressed due to the different genetic background of the three types of mice compared (see above).

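D14Ertd449e and Tmem254a are little-studied genes, the latter predicted to encode a membrane protein, and Ebf3 encodes a transcription factor of early neurons. In the P4 LGN D14Ertd449e averaged 436 ± 22.8 (SD, n = 2) in WT, 1323 ± 153 (n = 3) in Pic and 821 ± 127 (n = 3) in Xu mice. D14Ertd449e had log2 differences from WT of 1.56 in Pic (adjusted p = 0.00175) and 0.88 in Xu mice (adjusted p = 0.0656, limma). It was called in both mutants without Pic C (1.19), Pic D (1.27) or Xu A (1.28) and with only the 2 groups in the fit (1.22) and with WT E (1.22). Tmem254a averaged 217 ± 23.6 in WT, 607 ± 76.2 in Pic and 421 ± 20.3 in Xu mice. Tmem254a had log2 differences from WT of 1.42 in Pic (adjusted p = 0.00175) and 0.91 in Xu mice (adjusted p = 0.0362, limma), and was called higher. Tmem254a lost this call without WT A (1.06), WT D (1.27), Xu A (1.18), Xu B (1.16) or Xu C (1.15) and without the variance trend (1.16). Ebf3 averaged 64.4 ± 20.3 in WT, 204 ± 59.1 in Pic and 174 ± 40.7 in Xu mice. Ebf3 had log2 differences from WT of 1.44 in Pic (adjusted p = 0.0489) and 1.25 in Xu mice (adjusted p = 0.1, limma). Ebf3 was called without Pic C (1.33) or Pic D (1.45). None of these 3 reached an adjusted p under 0.05 between the mutants. D14Ertd449e had a log2 difference between Xu and Pic of −0.68 (adjusted p = 0.0758, limma). Tmem254a had a log2 difference between Xu and Pic of −0.50 (adjusted p = 0.104, limma). Ebf3 had a log2 difference between Xu and Pic of −0.19 (adjusted p = 0.689, limma). Limma called 2 probe sets higher in both mutants, Tmem254a and Xlr3a, while 154 were higher at an unadjusted p under 0.05 in both and 4 by the study's criteria. The 2 became 0 without WT A, WT D or Xu C, 1 without Pic B, Xu A or Xu B, 5 without Pic C and 4 without Pic D. It was 1 with a pseudocount of 64 and 0 without the variance trend. The paper states that these genes may differ because the mice differ in genetic background.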

SPP1 is a known axon guidance regulator [24]. *Spp1* mRNA was confirmed to be reduced in P4 *Chrnb2−/−*mutant LGN and absent from *Spp1−/−* P4 mutant LGN by RT-PCR (Figure 4A). 

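Spp1, or osteopontin, is a secreted phosphoprotein that binds integrins. In the P4 LGN it averaged 479 ± 121 (SD, n = 2) in WT, 162 ± 93.0 (n = 3) in Pic and 111 ± 28.4 (n = 3) in Xu mice. Spp1 had log2 differences from WT of −1.60 in Pic (adjusted p = 0.148) and −1.96 in Xu mice (adjusted p = 0.0813, limma). It was lower by the study's criteria in both mutants and was called by limma in no setting. The WT arrays read 565 in WT A and 393 in WT D, and WT E, the omitted array, read 418. With WT E the log2 differences were −1.54 in Pic (adjusted p = 0.0801) and −1.90 in Xu mice (adjusted p = 0.0711, limma). In P4 retina Spp1 averaged 32.9 ± 16.2 in WT, 24.6 ± 10.1 in Pic and 29.7 ± 4.95 in Xu mice (n = 3 each), and its effect in the LGN minus that in the retina was −1.63 (standard error 0.41, adjusted p = 0.0975, limma). Of 44 axon guidance genes, none was called in both LGN mutants by limma (0 when adjusted over the list alone), 2 were higher at an unadjusted p under 0.05 and 0 differed by the study's criteria, with a median of −0.02 and a mean of 0.01 (camera adjusted p = 0.99). Of 35 such genes in P4 retina, 2 were lower and none higher (limma; 2 when adjusted over the list alone), 4 were lower at an unadjusted p under 0.05 and 0 by the study's criteria, with a median of −0.11 (camera adjusted p = 0.0218, adjusted p = 0.584 with an estimated correlation). That list call was lost without WT A (−0.08) and when each gene was given by the median of its probe sets (−0.05). Since eye-specific segregation was normal in Spp1 mutants, the paper concludes that the lower Spp1 does not explain its failure in mice lacking Chrnb2.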

At P4, LGN eye specific segregation is not evident in WT, *Chrnb2−/−* or *Spp1−/−* mutants. At P8, eye specific segregation has developed in the WT and *Spp1−/−* mutant but not in the *Chrnb2−/−*mutants (Figure 4B).

**Figure 4:**
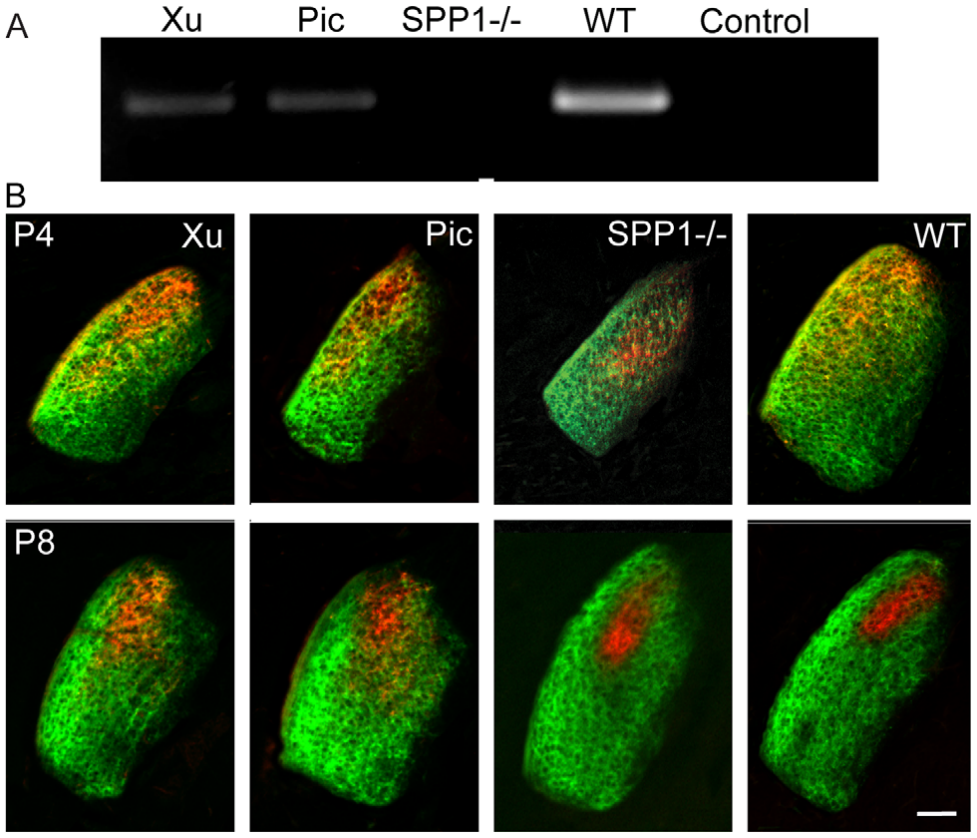
Spp1 expression and RGC segregation in WT Spp1−/− and Chrnb2−/− LGN. A. Validation qualitative RT-PCRs for the Spp1 gene in P4 WT, *Chrnb2−/−* and *Spp1−/−* LGNs. Spp1 RNA amplification is low in *Chrnb2−/−* LGN and is not evident in *Spp1−/−* LGN compared to WT. Actin amplification controls are shown in Figure S1. B. RGC segregation in WT and mutant LGN. At P4 eye specific segregation has not developed in any animals tested. At P8 eye specific segregation in the LGN has developed in WT and *Spp1−/−* mutants but not in *Chrnb2−/−* mutants. Choleratoxin-ß conjugated to Alexa 594 (red) and Alexa 488 (green); Scale 100 µm.

### Expression of genes associated with neuronal degradation is increased in P4 but not in adult *Chrnb2−/−* mutant mouse retinas

In contrast to the P4 LGN in which nearly all differentially expressed genes showed decreased expression in mutants, 11 of 12 genes (*Chrnb2* excluded) with significantly altered expression in P4 retina show an increased expression in the *Chrnb2−/−*mutants (Figure 5A; Table S2). Seven of these gene products are found in the membrane and extracellular space (EPB4.1, EPB4.1L2, D14ERTD449E, SEC61A1, CRB1, CCL21 and CP), as is the index protein CHRNB2. 

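S100a10 and Gli3 were lower in both mutants in the P4 retina. S100a10, the annexin partner, averaged 718 ± 54.9 (SD, n = 3) in WT, 428 ± 56.9 (n = 3) in Pic and 407 ± 35.2 (n = 3) in Xu mice. S100a10 had log2 differences from WT of −0.73 in Pic (adjusted p = 0.00357) and −0.80 in Xu mice (adjusted p = 0.00161, limma). Gli3, a transcription factor of the Hedgehog pathway, averaged 502 ± 34.4 in WT, 357 ± 4.63 in Pic and 285 ± 41.1 in Xu mice. Gli3 had log2 differences from WT of −0.47 in Pic (adjusted p = 0.0144) and −0.79 in Xu mice (adjusted p = 0.000985, limma). Its 2 other probe sets were not called in both mutants, at −0.08 and −0.30 in Pic and −0.13 and −0.82 in Xu mice. Trim35, a ubiquitin ligase, was higher in both, with 121 ± 23.1 in WT, 246 ± 17.3 in Pic and 244 ± 36.2 in Xu mice. Trim35 had log2 differences from WT of 0.94 in Pic (adjusted p = 0.0032) and 0.93 in Xu mice (adjusted p = 0.00278, limma). Its other probe set was unchanged, at −0.05 (adjusted p = 0.606) and 0.04 (adjusted p = 0.667, limma). All 3 kept their call in every setting. Limma called 139 probe sets lower (122 genes) and 488 higher (410 genes) of 19888. At an unadjusted p under 0.05 in both mutants 906 were lower and 1634 higher, and by the study's criteria 2 were lower and 13 higher. The 139 became 23 without WT A, 37 without WT B, 72 without Pic A, 60 without Pic B, 83 without Pic C, 79 without Xu A, 9 without Xu C, 57 with no filter on low values and 84 with only the 2 groups in the fit. The 488 became 265 without WT A, 109 without WT B, 210 without Pic A, 235 without Pic B, 291 without Xu B, 104 without Xu C, 258 with no filter and 308 with only the 2 groups. All 15 probe sets of the paper's table were called by limma, which is no independent evidence since they were chosen on these arrays. The paper contrasts this rise with the fall it found in the P4 LGN.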

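Sec61a1 forms the channel through which new proteins enter the endoplasmic reticulum, and Epb4.1 and Epb41l2 encode proteins that join spectrin to the cell membrane. Sec61a1 averaged 216 ± 18.9 (SD, n = 3) in WT, 381 ± 31.8 (n = 3) in Pic and 389 ± 22.5 (n = 3) in Xu mice in P4 retina. Sec61a1 had log2 differences from WT of 0.77 in Pic (adjusted p = 0.00069) and 0.80 in Xu mice (adjusted p = 0.000511, limma). Of its 5 tested probe sets 3 were called higher and 2 were not called, with 0.02 to 0.04 in the mutants (limma). For Epb4.1 the means were 72.7 ± 9.49 in WT, 137 ± 4.54 in Pic and 144 ± 10.3 in Xu mice. Epb4.1 had log2 differences from WT of 0.80 in Pic (adjusted p = 0.00117) and 0.85 in Xu mice (adjusted p = 0.000633, limma). Epb41l2 averaged 316 ± 24.0 in WT, 603 ± 66.1 in Pic and 631 ± 40.2 in Xu mice. Epb41l2 had log2 differences from WT of 0.89 in Pic (adjusted p = 0.000317) and 0.96 in Xu mice (adjusted p = 0.000155, limma). Another of its probe sets was not called, at 0.07 (adjusted p = 0.445) and 0.18 (adjusted p = 0.0943, limma). D14Ertd449e, a gene of unstudied function, averaged 332 ± 19.5 in WT, 870.1 ± 38.8 in Pic and 639 ± 64.3 in Xu mice. D14Ertd449e had log2 differences from WT of 1.35 in Pic (adjusted p = 2.61e-06) and 0.91 in Xu mice (adjusted p = 8.57e-05, limma). Plac9, a small secreted protein, averaged 18.2 ± 5.78 in WT, 168 ± 10.1 in Pic and 98.8 ± 27.7 in Xu mice. Plac9 had log2 differences from WT of 2.44 in Pic (adjusted p = 1.01e-05) and 1.74 in Xu mice (adjusted p = 0.000163, limma). Each of these calls was kept in every setting. In the LGN, Sec61a1 averaged 152 ± 5.15 in WT, 196 ± 111 in Pic and 129 ± 32.5 in Xu mice. Sec61a1 had log2 differences from WT of 0.21 in Pic (adjusted p = 0.946) and −0.24 in Xu mice (adjusted p = 0.86, limma). For Plac9 the effect in the LGN minus that in the retina was −1.27 (standard error 0.24, adjusted p = 0.0269, limma), with −1.63 in Pic (adjusted p = 0.00743) and −0.90 in Xu mice (adjusted p = 0.188, limma).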

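Crb1 organizes the apical membrane of photoreceptors and Mueller glia, Cp is ceruloplasmin, which oxidizes iron, and Ccl21 is a chemokine that attracts lymphocytes and dendritic cells. In P4 retina the brighter Crb1 probe set averaged 55.6 ± 7.39 (SD, n = 3) in WT, 355 ± 44.8 (n = 3) in Pic and 382 ± 23.1 (n = 3) in Xu mice. Crb1 had log2 differences from WT of 2.37 in Pic (adjusted p = 2.17e-07) and 2.48 in Xu mice (adjusted p = 1.27e-07, limma). The dimmer Crb1 probe set averaged 40.5 ± 3.33 in WT, 116 ± 2.81 in Pic and 115 ± 11.0 in Xu mice. Crb1 had log2 differences from WT of 1.22 in Pic (adjusted p = 4.52e-05) and 1.21 in Xu mice (adjusted p = 3.56e-05, limma). The dimmer Cp probe set averaged 61.5 ± 15.9 in WT, 147 ± 30.9 in Pic and 142 ± 6.03 in Xu mice. Cp had log2 differences from WT of 1.07 in Pic (adjusted p = 0.0044) and 1.05 in Xu mice (adjusted p = 0.00376, limma). This is the Cp probe set that moved most: of 7 tested, 3 were called higher, the other 2 at 0.23 and 0.33 in Pic and 0.30 and 0.40 in Xu mice, and 4 were not called, at −0.09 to 0.22 and 0.08 to 0.29 (limma). Ccl21 averaged 6.60 ± 5.58 in WT, 62.2 ± 33.9 in Pic and 101 ± 8.54 in Xu mice. Ccl21 had log2 differences from WT of 1.73 in Pic (adjusted p = 0.00531) and 2.39 in Xu mice (adjusted p = 0.000511, limma). The 2 Crb1 probe sets, the dimmer Cp probe set and Ccl21 kept their call in every setting. Of 13 genes of retinal injury and gliosis, limma called 1 lower and 1 higher (1 and 1 when adjusted over the list alone), with 1 lower and 2 higher at an unadjusted p under 0.05 and 0 by the study's criteria, and a median of 0.06 (camera adjusted p = 0.531). The lower gene was Socs3, an inhibitor of cytokine signaling, at 184 ± 26.2 in WT, 136 ± 8.79 in Pic and 136 ± 10.2 in Xu mice. Socs3 lost this call without any 1 of WT A, WT B, Pic A, Pic B, Pic C, Xu A, Xu B or Xu C (−0.30 to −0.42) and with no filter on low values (−0.39), without the variance trend (−0.39) and with only the 2 groups in the fit (−0.39). The higher was Cp by its brighter probe set, at 456 ± 32.4 in WT, 538 ± 16.7 in Pic and 563 ± 3.98 in Xu mice. Cp lost this call without any 1 of WT B, WT C, Pic A, Pic B, Pic C, Xu A, Xu B or Xu C (0.23 to 0.27) and with no filter on low values (0.26), after quantile normalization (0.25), without the variance trend (0.26) and with only the 2 groups in the fit (0.26). Among 18 Mueller glia genes 1 was lower and 2 higher, Crb1 among them (1 and 4 when adjusted over the list alone; limma), with 1 lower and 5 higher at an unadjusted p under 0.05, 1 higher by the study's criteria and a median of 0.06 (camera adjusted p = 0.132). Of 9 astrocyte genes none was lower and 2 were higher (1 and 2 when adjusted over the list alone; limma), with a median of 0.19 (camera adjusted p = 0.0254, adjusted p = 0.584 with an estimated correlation), a list call lost without WT B (0.11). One of the 2, the glycolytic enzyme Aldoc, averaged 483 ± 24.8 in WT, 615 ± 40.1 in Pic and 632 ± 61.1 in Xu mice. Aldoc lost this call without WT A (0.31), WT B (0.38), Pic B (0.35), Pic C (0.33) or Xu C (0.32). From these 3 genes the paper speculates that a subset of retinal ganglion cells may die in the mutants.

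**Figure D4:**
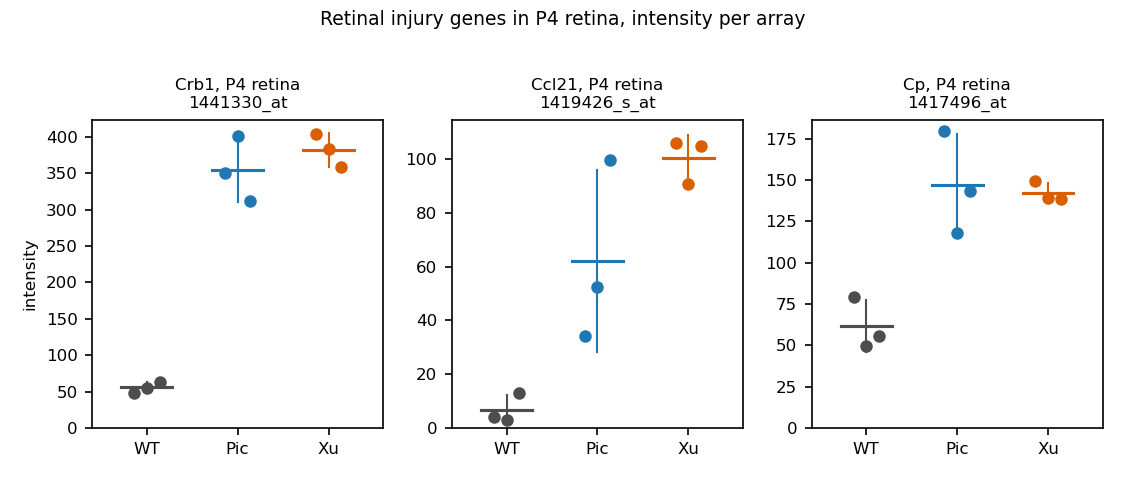
Intensity of Crb1 (brighter probe set), Ccl21 and Cp (dimmer probe set) in P4 retina. Each point is 1 array (n = 3 for each type of mouse), the horizontal line is the mean and the vertical bar the SD.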

Three products of upregulated genes (CRB1, CP and CCL21) are associated with retinal injury or degenerative processes. Although expression of these genes is upregulated in P4 *Chrnb2−/−*mutant mice, retinas from these mice are phenotypically normal (Figure 2C, 5C and D). Immunohistochemistry confirmed the presence of CCL21 protein in *Chrnb2−/−*mutant retina outer segment (OS) and outer and inner plexiform layers at P4 compared to WT (Figure 5C). Microarray comparisons of adult retinas showed little consistency with expression changes found in P4 retina. 

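Crb1 and Cp, each given by a single probe set, differed between ages, whereas D14Ertd449e and the transcript 4933409K07Rik were higher in the mutants at both. In adult retina the brighter Crb1 probe set averaged 949 ± 195 (SD, n = 2) in WT, 1785 ± 93.1 (n = 2) in Pic and 1443 ± 0.467 (n = 2) in Xu mice. Crb1 had log2 differences from WT of 0.91 in Pic (adjusted p = 0.0151) and 0.61 in Xu mice (adjusted p = 0.0146, limma). Crb1 lost this call without Pic 1542 (0.74), Pic 1543 (0.79), Xu 77 (0.76) or Xu 78 (0.76) and without the variance trend (0.76). The dimmer Crb1 probe set read 127 and 102.7 in adult WT, 217.6 and 245.8 in Pic and 132.1 and 145.1 in Xu mice. By that probe set Pic was well above WT, while Xu lay close to it. By the brighter, the effect on Crb1 at P4 minus that in the adult was 1.66 (standard error 0.15, adjusted p = 2.58e-05, limma), with 1.46 in Pic and 1.87 in Xu mice. Ceruloplasmin (Cp), by the probe set that moved most in P4 retina, averaged 379 ± 196 in WT, 278 ± 45.5 in Pic and 441 ± 129 in Xu mice in the adult. Cp had log2 differences from WT of −0.34 in Pic (adjusted p = 0.674) and 0.27 in Xu mice (adjusted p = 0.573, limma), and its effect at P4 minus that in the adult was 1.09 (standard error 0.32, adjusted p = 0.0287, limma), with 1.42 in Pic (adjusted p = 0.0225) and 0.77 in Xu mice (adjusted p = 0.121, limma). The P4 mean of 4933409K07Rik was 22.0 ± 0.930 in WT, 130.1 ± 38.7 in Pic and 165 ± 21.8 in Xu mice (n = 3 each). 4933409K07Rik had log2 differences from WT of 1.91 in Pic (adjusted p = 5.97e-05) and 2.25 in Xu mice (adjusted p = 1.26e-05, limma), a call kept in every setting. In the adult it averaged 29.8 ± 6.86 in WT, 161 ± 37.6 in Pic and 153 ± 12.5 in Xu mice. 4933409K07Rik had log2 differences from WT of 1.94 in Pic (adjusted p = 0.00538) and 1.89 in Xu mice (adjusted p = 0.00131, limma). 4933409K07Rik lost this call without Pic 1542 (1.81) or Pic 1543 (2.02). D14Ertd449e averaged 72.5 ± 29.8 in WT, 261 ± 38.1 in Pic and 217 ± 9.25 in Xu mice in the adult. D14Ertd449e had log2 differences from WT of 1.68 in Pic (adjusted p = 0.0122) and 1.44 in Xu mice (adjusted p = 0.00452, limma). D14Ertd449e lost this call without Pic 1542 (1.63) or Pic 1543 (1.49). Adult Sec61a1 averaged 346 ± 7.67 in WT, 312 ± 53.3 in Pic and 196 ± 27.9 in Xu mice. Sec61a1 had log2 differences from WT of −0.15 in Pic (adjusted p = 0.72) and −0.78 in Xu mice (adjusted p = 0.0126, limma). Over 26217 probe sets in 15 arrays, the effect of the mutants differed between P4 and adult retina for 4337 (adjusted p under 0.05, limma), 1211 with a lower and 3126 with a higher effect at P4. That effect is the mean of mutants that differ in the adult, where the Pic and Xu effects had r = −0.0321 over all probe sets. Tested alone, 2945 differed in Pic and 8489 in Xu, and 729 in both in the same direction, 129 lower and 600 higher at P4. These fits shared a single spread between the P4 arrays and the more variable adult arrays, so the counts may be too high.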

Of particular interest, elevated CCL21 protein levels were detected by IHC in *Chrnb2−/−*mutant retinas at P4, as predicted by the microarray result, but not in adult mutant or WT retina, also consistent with the microarray result (Figure 5D).

**Figure 5:**
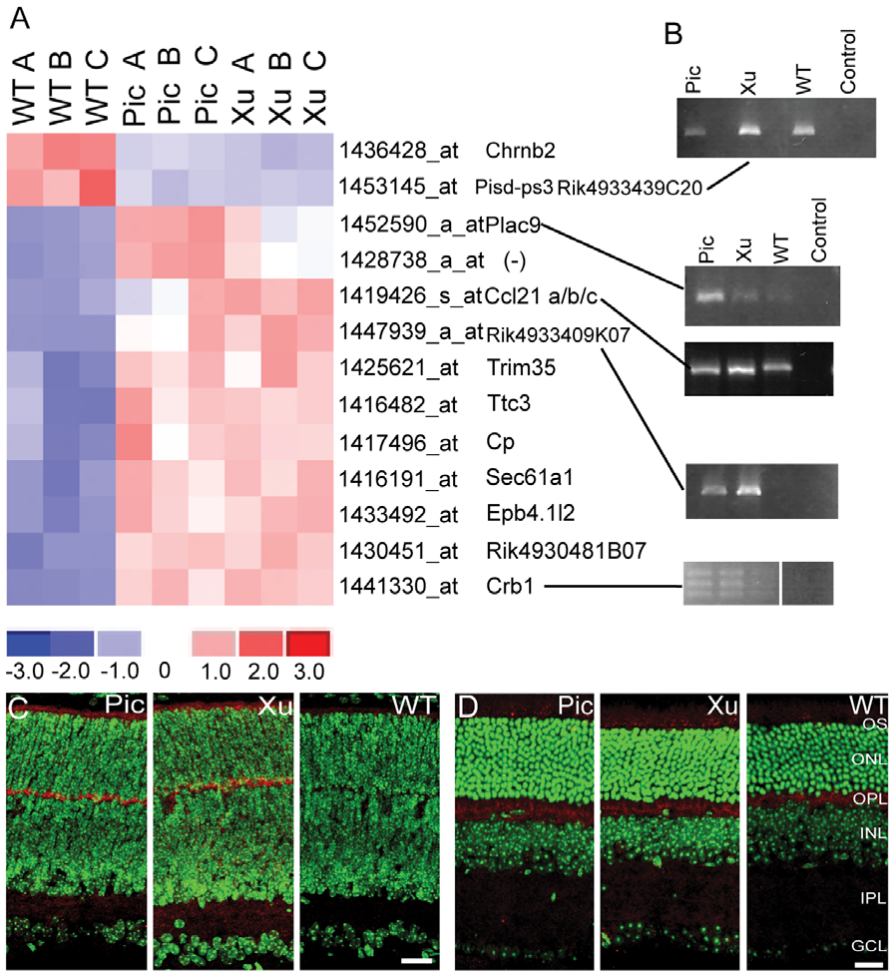
Differential gene expression in P4 retina. A. Heat map of genes differentially expressed between both mutants and WT selected from the microarray assay. Note that only one gene other than Chrnb2 is downregulated in the mutants (Pisd-ps3). Redundant probesets have been stripped from the map. When a gene symbol is available it appears next to the probeset. Gene names are in Table S4. B. Validation qualitative RT-PCRs for some of the genes in (A). “Control” is without template. Primers used are given in Table 1. Amplification with Crb1 primers yields three bands. The Expasy (www.expasy.org) annotation for mouse Crb1 gives four known splice variants. C. Confocal images of P4 retina using an antibody to CCL21 (aka 6CKine). CCL21 protein is strongly expressed in the outer segment (OS), and outer plexiform layers (OPL) and weakly in the inner plexiform layer (IPL) of *Chrnb2−/−* but not WT retinas. D. Confocal images of adult retina using an antibody to CCL21 (aka 6CKine). CCL21 protein appears in the outer segment (OS) and outer plexiform layer (OPL) of all animals. Anti-CCL21 (red), DAPI nuclear counterstain (pseudo colored green). Scale 25 µm.

### Effects of the *Chrnb2−/−* mutation are tissue- and temporally specific

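Pisd-ps3, the phosphatidylserine decarboxylase pseudogene, is read by several probe sets. In P4 retina the brighter of 2 probe sets that the paper names averaged 176 ± 38.5 (SD, n = 3) in WT, 40.3 ± 12.5 (n = 3) in Pic and 37.7 ± 2.61 (n = 3) in Xu mice. Pisd-ps3 had log2 differences from WT of −1.77 in Pic (adjusted p = 0.000269) and −1.82 in Xu mice (adjusted p = 0.000163, limma), a call kept in every setting. Another, brighter than these, averaged 673 ± 80.1 in WT, 452 ± 66.3 in Pic and 443 ± 36.1 in Xu mice. Pisd-ps3 had log2 differences from WT of −0.56 in Pic (adjusted p = 0.0143) and −0.58 in Xu mice (adjusted p = 0.0116, limma). Pisd-ps3 lost this call without Xu C (−0.58). Of 6 probe sets tested in P4 retina, 3 were called lower (limma). Of the others one read 182 ± 19.7, 178 ± 16.9 and 173 ± 13.8 and another 384 ± 45.3, 324 ± 39.4 and 348 ± 19.2 in WT, Pic and Xu mice. A further one of the 6 read 110.5, 91.45 and 104 in WT A, B and C. It read 90.55, 65.82 and 83.19 in Pic A, B and C and 75.81, 72.87 and 68.83 in Xu A, B and C. The brighter of the 2 that the paper names averaged 1285 ± 586 in WT, 182 ± 46.7 in Pic and 208 ± 18.1 in Xu mice in adult retina (n = 2 each). Pisd-ps3 had log2 differences from WT of −2.66 in Pic (adjusted p = 0.00445) and −2.46 in Xu mice (adjusted p = 0.00132, limma). Pisd-ps3 lost this call without Pic 1542 (−2.44) or Pic 1543 (−2.69). A further probe set of Table S2 averaged 292 ± 185 in WT, 8.56 ± 0.177 in Pic and 22.6 ± 3.42 in Xu mice in the adult. Pisd-ps3 had log2 differences from WT of −3.50 in Pic (adjusted p = 0.00538) and −2.85 in Xu mice (adjusted p = 0.00257, limma). Pisd-ps3 lost this call without Pic 1542 (−3.17) or Pic 1543 (−3.18). The dimmer of the 2 that the paper names averaged 137 ± 86.1 in WT, 14.7 ± 3.49 in Pic and 5.91 ± 3.72 in Xu mice. Pisd-ps3 had log2 differences from WT of −2.20 in Pic (adjusted p = 0.0424) and −2.69 in Xu mice (adjusted p = 0.00397, limma). Pisd-ps3 lost this call without Pic 1542 (−2.501), Pic 1543 (−2.38), Xu 77 (−2.53) or Xu 78 (−2.36) and with a pseudocount of 4 (−3.26), with a pseudocount of 64 (−1.37) and without the variance trend (−2.44).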

Only one set of microarray probes, for *Pisd-ps3 (Riken 4933439C20*) shows reduced expression in both mutants in P4 LGN and in P4 and adult retinas by the selection criteria chosen (Figures 3A, 5A, and 6). The microarray probes detect transcripts of this phosphatidylserine decarboxylase pseudogene that arise from loci on five different chromosomes (5, 11, 14, 17 and Y). While expression is significantly reduced in both types of mutant P4 LGNs vs WT, Xu mutants show considerably less expression than Picciotto mutants for at least three probe sets (Table S2), raising the possibility that expression is affected by genetic background in addition to the *Chrnb2−/−* mutation.

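For Pisd-ps3, a pseudogene, the dimmer of 2 probe sets that the paper names had a P4 LGN WT mean of 643 ± 85.1 (SD, n = 2) and log2 differences from WT of −1.17 ± 0.17 (standard error) in Pic (adjusted p = 0.0206) and −3.59 ± 0.17 in Xu mice (adjusted p = 3.45e-06, limma). It was called lower in both mutants. Pisd-ps3 lost this call without WT A (−2.51), WT D (−2.25), Pic B (−2.33) or Pic D (−2.38) and with WT E (−1.91). The brighter had a WT mean of 3506 ± 697 and log2 differences from WT of −0.47 ± 0.21 (standard error) in Pic (adjusted p = 0.631) and −2.65 ± 0.21 in Xu mice (adjusted p = 0.000474, limma). For a further probe set of Table S2 the means were 1627 ± 155 in WT, 814 ± 94.1 in Pic and 290.0 ± 139 in Xu mice, with log2 differences from WT of −0.99 ± 0.28 (standard error) in Pic (adjusted p = 0.242) and −2.52 ± 0.28 in Xu mice (adjusted p = 0.00385, limma). The latter 2 were lower than WT in Xu only by limma, and the last was lower in both mutants by the study's criteria. The effect in the LGN minus that in the P4 retina was −1.26 (standard error 0.19, adjusted p = 0.00491, limma) for the dimmer of the 2, which averaged 23.8 in WT retina and had little room to fall there, and 0.23 (standard error 0.26, adjusted p = 0.817, limma) for the brighter. In Pic alone these were −0.06 (adjusted p = 0.962) and 1.30 (adjusted p = 0.0408), and in Xu alone −2.46 (adjusted p = 1.76e-05) and −0.84 (adjusted p = 0.249, limma). From the lower readings in Xu the paper raises the possibility that genetic background, besides the mutation, affects Pisd-ps3.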

**Figure 6:**
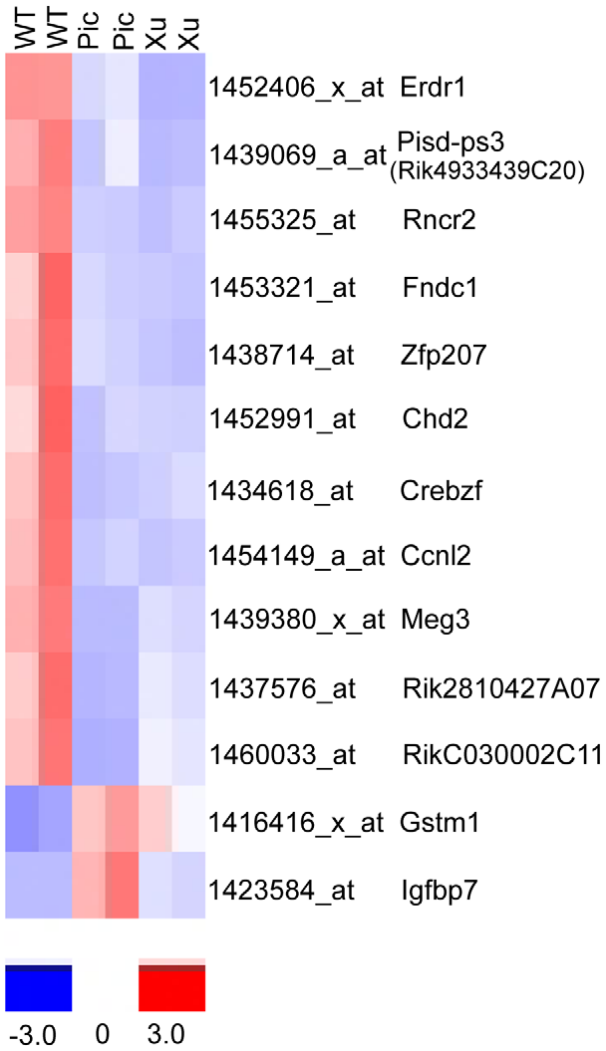
Differential gene expression in adult retina. Heat map of genes differentially expressed between both mutants and WT selected from the microarray assay. Redundant probesets have been stripped from the map. When a gene symbol is available it appears next to the probeset. Chrnb2 does not appear because expression levels lie below the chosen threshold levels for both probesets in all retinas.

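Igfbp7, a secreted protein that binds insulin-like growth factors, was higher in both adult mutants, with 413 ± 3.12 (SD, n = 2) in WT, 2268 ± 393 (n = 2) in Pic and 809 ± 104 (n = 2) in Xu mice. Igfbp7 had log2 differences from WT of 2.40 in Pic (adjusted p = 0.000218) and 0.94 in Xu mice (adjusted p = 0.00366, limma). Its 2 other probe sets were not called in both mutants, at 1.99 and 0.26 in Pic and 0.13 and −0.26 in Xu mice. Meg3, a long noncoding RNA made from the maternal allele, was lower in both, with 657 ± 49.8 in WT, 81.6 ± 36.0 in Pic and 269 ± 4.65 in Xu mice. Meg3 had log2 differences from WT of −2.83 in Pic (adjusted p = 0.00104) and −1.24 in Xu mice (adjusted p = 0.00762, limma). Of its 11 probe sets 5 were called lower in both mutants, and 6 in Pic only, at −1.95 to −2.62, with −0.35 to 0.14 in Xu mice. Both genes kept their call in every setting. Miat, another long noncoding RNA, averaged 372 ± 15.8 in WT, 132 ± 6.38 in Pic and 142 ± 10.9 in Xu mice. Miat had log2 differences from WT of −1.39 in Pic (adjusted p = 0.00387) and −1.29 in Xu mice (adjusted p = 0.00117, limma). Miat lost this call without Pic 1542 (−1.32) or Pic 1543 (−1.36). Gstm1, a glutathione transferase, averaged 171 ± 45.7 in WT, 623 ± 2.25 in Pic and 508 ± 107 in Xu mice. Gstm1 had log2 differences from WT of 1.80 in Pic (adjusted p = 0.00515) and 1.50 in Xu mice (adjusted p = 0.00225, limma). Gstm1 lost this call without Pic 1542 (1.649) or Pic 1543 (1.646). Of its 4 probe sets 2 were called higher and 2 were not, at 0.26 and 0.80 in Pic and −0.30 and 0.78 in Xu mice. Limma called 104 probe sets lower (63 genes) and 32 higher (27 genes) of 25276. At an unadjusted p under 0.05 in both mutants 691 were lower and 237 higher, and 56 were lower and 15 higher by the study's criteria. The 104 became 920 without WT 748, 8 without Pic 1542, 6 without Pic 1543, 27 without Xu 77, 26 without Xu 78, 63 without the variance trend and 62 with only the 2 groups in the fit. The 32 became 353 without WT 748, 118 without WT 763, 9 without Pic 1542, 3 without Pic 1543, 7 without Xu 77, 12 without Xu 78, 21 with a pseudocount of 64 and 19 with no filter on low values. Of 13 imprinted genes and genes of the Meg3 locus, Meg3 was lower and none higher (1 and 1 when adjusted over the list alone; limma), with 1 lower and 2 higher at an unadjusted p under 0.05, 1 lower by the study's criteria, a median of 0.04 and a mean of −0.05 (camera adjusted p = 0.914). All 23 probe sets of the paper's table were called by limma, which is no independent evidence since they were chosen on these arrays.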

Expression of cdh1 mRNA is low and indistinguishable in both P4 and adult mutant and WT retinas, but expression of CDH1 is considerably reduced in P4 *Chrnb2−/−*mutant LGN (Figure 3C). 

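E-cadherin (Cdh1) averaged 42.5 ± 4.64 (SD, n = 3) in WT, 41.4 ± 3.71 (n = 3) in Pic and 38.5 ± 1.02 (n = 3) in Xu mice in P4 retina, under 50 in every array, and was not tested there. In adult retina Cdh1 averaged 14.7 ± 2.64 in WT, 138 ± 47.5 in Pic and 13.3 ± 1.98 in Xu mice (n = 2 each). Cdh1 had log2 differences from WT of 2.29 in Pic (adjusted p = 0.0117) and −0.07 in Xu mice (adjusted p = 0.898, limma). Adult Xu and Pic retinas differed. Cdh1 had a log2 difference between Xu and Pic of −2.36 (adjusted p = 0.00145, limma), a call kept in every setting. Divided by 4.48, the median factor between the deposited adult values and those in the paper's tables, the means are 3.29 in WT, 30.8 in Pic and 2.97 in Xu mice, closer than the study's difference of 50. Over both tissues at P4, the effect of the mutants on Cdh1 in the LGN minus that in the retina was −2.99 (standard error 0.31, adjusted p = 7.61e-05, limma). That fit shared a single spread with the less variable retina arrays, while Cdh1 read 438 in WT A and 184 in WT D of the LGN. In the retina, the effect at P4 minus that in the adult was −1.17 (standard error 0.21, adjusted p = 0.00174, limma), which came from Pic (−2.32, adjusted p = 5.13e-05) and not from Xu mice (−0.03, adjusted p = 0.935, limma). The adult Pic arrays were high in lens transcripts, with Cryba1 at 5924 in Pic 1542 and 6753 in Pic 1543. Cryba1 read 9.87 and 441.7 in the WT mice and 4.70 and 5.50 in the Xu mice. Whether Cdh1 rose with lens tissue was not tested.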

Lack of CDH1 is an embryonic-lethal defect in mice [25], and both *Chrnb2−/−*mutants develop normally to adulthood. Either enough CDH1 is made in *Chrnb2−/−*mutants to assure viability (though below the detection threshold of IHC), or the reduced expression in P4 LGN is localized. Expression of the immune response indicator CCL21 (chemokine (C-C motif) ligand 21; 6CKINE) is increased in P4 *Chrnb2−/−*mutant retina, but not in adult mutant retina (Figure 5C and D). 

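Ccl21, the chemokine, averaged 24.0 ± 9.46 (SD, n = 2) in WT, 66.7 ± 22.1 (n = 2) in Pic and 114 ± 14.6 (n = 2) in Xu mice in adult retina. Ccl21 had log2 differences from WT of 1.04 in Pic (adjusted p = 0.119) and 1.72 in Xu mice (adjusted p = 0.00475, limma). It was called in both adult mutants only without WT 748 (1.62), and not by the study's criteria. Its effect at P4 minus that in the adult was 0.68 (standard error 0.35, adjusted p = 0.21, limma), so the measured effects were not told apart by age. The paper states that the reason for the Ccl21 made by mutant retinas at P4 is not known.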

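In P4 LGN Ccl21 averaged 16.5 ± 0.870 (SD, n = 2) in WT, 21.6 ± 9.93 (n = 3) in Pic and 38.3 ± 1.69 (n = 3) in Xu mice, below 50 in every array used, and was not tested with limma. In WT E, the omitted array, the chemokine read 27.9. Tested over both tissues at P4, where it reached 50 in the mutant retinas, its effect in the LGN minus that in the retina was −1.60 (standard error 0.32, adjusted p = 0.0315, limma), with −1.55 in Pic alone (adjusted p = 0.0511) and −1.65 in Xu alone (adjusted p = 0.0865, limma).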

Microarray analysis reveals no difference in Ccl21 mRNA expression between mutant and WT P4 LGN.

## Discussion

### *Chrnb2−/−*mutant mice display altered retinal waves and abnormal neuronal connections in the visual circuitry of the LGN

Mice lacking the Chrnb2 subunit exhibit abnormalities in their visual circuitry. Retinal ganglion cells of WT mice display retinal waves before eye opening, but *Chrnb2−/−*mutants have been reported to lack retinal waves between P1–P8 and lack refinement of projecting RGCs within the LGN [2]. It has been proposed that spontaneous retinal wave activity is a prerequisite for correct eye-specific axonal segregation in the LGN [7], [26], and the findings that *Chrnb2−/−*mutant mice lacked both cholinergic retinal waves and refined axonal targeting to the LGN supported this hypothesis.

Recently, this laboratory has reported that two strains of *Chrnb2−/−* mutant mice [17], [23] do display spontaneous retinal waves at P4–P5, but the waves are not normal in their spatio-temporal patterning. We also confirmed that RGC targeting abnormalities are present in the LGN for both *Chrnb2−/−* mutants despite the presence of spontaneous retinal waves [15]. These results indicate that the presence of these abnormal retinal waves is not sufficient to drive development of a normal pattern of eye specific segregation in the LGN [15], [16]. It is not clear what aspects of retinal activity patterns may be involved in the normal development of retinogeniculate projections (for review see [27]). However, it seems clear that altered patterns of gene expression must be involved in the altered RGC projection pattern seen in the mutant animals. To determine what molecular factors might be associated with *Chrnb2* mutation at the age when cholinergic waves are normally present (P1–P8), we assayed RNA populations in both mutant and WT (C57BL/6J) mouse LGN and retinal tissue at P4 by microarray hybridizations. Adult retinas were also assayed and gene expression compared to age matched WT animals.

### Comparison of two different mutants relative to wild type controls reveals the effect of background strains upon the RNA population

While the use of single-gene mutants to elucidate gene function is a powerful tool, many authors have cautioned that the methods by which these knockout animals are prepared may not reveal the true contribution of the knocked out gene to the transcriptional profile compared with “control” animals [19], [20], [21]. The genetically “pure” C57BL/6J strain, the strain used as the control in our study and a genetic contributor to both *Chrnb2−/−* mutants is heterozygous for at least one chromosomal locus [28]. Kedmi and Orr-Urtreger [19] compared brain RNA from *Chrnb4*−/− mutants with C57BL/6J in a microarray analysis. The *Chrnb4−/−* mutants used were generated by a process similar to the Xu *Chrnb2−/−* mutants presented in this work [23]. Kedmi and Orr-Urtreger report that ten of the 77 genes with altered expression in the Chrnb4 mutants were co-localized with the *Chrnb4* gene on chromosome 9 [19]. Thus, 13% of the differences they found could result from the recombination that created the mutant, leading to altered expression of adjacent genes on the same chromosone.

*Chrnb2* is located on Chr3 and examination of our data reveals that four genes we score as having significantly different expression are also located on chromosome 3: *S100a10* and *Cldn11* in P4 LGN, *Cp* in P4 retina, and *Gstm1* in adult retina. Of these, *S100a10* and *Gstm1* lie very close to *Chrnb2* at Chr3F and differences in their expression may be a result of the mutation process rather than the lack of CHRNB2.

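S100a10 and Gstm1 lie on chromosome 3 with Chrnb2 in the RefSeq annotation of GRCm38.p6. S100a10, the annexin partner, was lower in both mutants in P4 LGN (log2 −1.11 and −1.24, limma) and lies within 5 Mb of Chrnb2. Limma called 1 of 190 probe sets tested there in the LGN, one of S100a10. In P4 retina 7 of 158 probe sets were called, of the genes S100a10, Tpm3, Riiad1, Iqgap3 and Syt11, and in adult retina 0 of 191. Within 20 Mb the counts were 1 of 512 in LGN, 18 of 429 in P4 retina and 6 of 514 in adult retina. Counted with 1 probe set per gene, the one with the highest mean, 0 of 112 genes within 5 Mb were called in LGN (Fisher exact p = 1), where the brightest S100a10 probe set had adjusted p = 0.0523 in Pic and 0.0815 in Xu mice, 3 of 103 in P4 retina (Fisher exact p = 0.189) and 0 of 114 in adult retina (Fisher exact p = 1). Within 20 Mb these were 0 of 289 (Fisher exact p = 1), 6 of 261 (Fisher exact p = 0.283) and 4 of 291 genes (Fisher exact p = 0.0302). The adult genes by any probe set were the glutathione transferases Gstm1 and Gstm2, Phgdh, which makes serine, Tent5c and Olfml3. The paper proposes that S100a10 and Gstm1 may differ because of how the mutants were made and not through the lack of Chrnb2.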

We find no genes differentially expressed in common with mice lacking the *Chrnb4* gene, but our tissue, ages, and selection criteria all vary from that report [19]. However, mutation of *Chrnb4* does lead to changes in expression of calcium ion binding proteins similar to our results for *Chrnb2*, indicating that this may be a pathway generally sensitive to alterations in nAChR subunit composition. While comparing both independently produced *Chrnb2−/−* animals to the selected WT strain does not completely correct for allelic effects, our analysis of two independently generated mutants allows a more certain determination of transcripts affected by the lack of CHRNB2. At least two genes with consistently different expression between both mutants and WT (*Xlr3a* and *Pisd-ps3*, see Results) appear to show an additional background strain effect on their expression.

### Genes overexpressed in P4 mutant retinas are associated with membranes and neuronal injury

In P4 retinas, mutation of *Chrnb2* is generally associated with an increase in expression of eleven transcripts and decreased expression of only one, the Pisd-ps3 family. Three genes overexpressed in P4 *Chrnb2−/−* mutant retina relative to WT are associated with retinal injury (*Crb1*, *Ccl21a/b/c*, and *Cp*). CCL21 is a ligand expressed by injured neurons that activates microglia as part of the inflammatory response. Retinas from mice lacking CHRNB2 show 8-fold overexpression of Ccl21 by microarray analysis. CCL21 is overexpressed in the OS, OPL and IPL of P4 *Chrnb2−/−* retinas compared with WT. Photic injury to the adult retina has been reported to increase expression of one member of the CCL21a/b/c chemokine family, *Ccl21a* (aka Scya21a) by more than four-fold in the ONL [29].

Why the P4 *Chrnb2−/−* mice, which have not been exposed to abnormally high light levels, synthesize large amounts of CCL21 in their retinas is not known. Unlike the pyknotic nuclei and other cellular abnormalities reported in photic injured retinas [29], gross retinal anatomy appears normal in the *Chrnb2−/−* mutant mice. Adult brains of Picciotto *Chrnb2−/−* mutants have been reported to show increased neuronal atrophy and microgliosis [30], but whether these changes are accompanied by increased CCL21 expression in aged mutant brain is not known.

Expression of ceruloplasmin (*Cp*) mRNA has also been reported to be upregulated in response to photic damage [31] and we find overexpression of *Cp* mRNA in P4 *Chrnb2−/−* mutant retina relative to WT (see Results). CP facilitates iron transport and serves as an antioxidant by oxidizing the free radical catalyst Fe^2+^ to Fe^3+^ [32]. CP has been previously reported in healthy mouse [33] and human retina [34]. Mouse and human glaucomatous retinas show an upregulation of CP during the period when RGC death is occurring due to increased intraocular pressure [35]. It is of interest to note that CP in the glaucomatous retina is localized to Müller cells in the inner nuclear layer and astrocytes in the RGC layer. We did not conduct immunohistochemistry for CP, but if increased CP is localized in the RGC layer of mutant animals, it would provide evidence that P4 *Chrnb2−/−* mice have higher rates of RGC death compared to WT animals. Although RGC death cannot directly explain the altered segregation pattern in the mutant mice, it may alter the molecular gradients or retinal activity levels in the *Chrnb2−/−* mutant retina that lead to this developmental aberration.

Mutation of CRB1 (crumbs1) is associated with Leber's congenital retinopathy and retinitis pigmentosa in humans [36], [37], [38] We see high *Crb1* expression in P4 *Chrnb2−/−* retinas compared to WT animals. CRB1 is localized in the subapical region of Műller glial cells in the mouse retina [38], a structure adjacent to the adherens junction. In P4 retina expression of the adherens junction component CDH1 is low and similar in WT and mutant mice, but expression of CDH1 is reduced in LGNs of *Chrnb2−/−* mice at this age. Xu et al [39] examined WT retinas at E12, E14, E16, P7, P14 and P30. *Cdh1* mRNA was transiently detected only at P14, in a subset of RGCs. It is possible that transient *Cdh1* expression at an age they did not assay (e.g., E17 – P4) may be eliminated by lack of CHRNB2 in the retina, and that this transient defect in the adherens junction leads to subsequent compensatory overexpression of CRB1.

CRB1 shares calcium binding properties with CHRNB2 and activation of nicotinic AChRs increases calcium trafficking at the synapse [40], [41]. Calcium is a known neuronal transcriptional regulator [42] and a lack of the CHRNB2 subunit in retina may affect transcription by altering Ca^2+^ ion flow at the synapse. CRB1 is required to prevent light-induced retinal degradation in Drosophila [43] and mice [37]. We speculate that increases of CCL21, CP, and CRB1 may indicate the death of a subset of RGCs that contain molecular markers which determine the localization of the RGC axons in the LGN. A similar process occurs in the formation of superior colliculus topography [44]. Death of a significant number of RGCs that project to a specific region could cause the altered segregation pattern evident in *Chrnb2−/−* LGN.

### *Chrnb2−/−* mutation in P4 LGNs is associated with reduced expression of the axon growth regulators cadherin 1, Lypd2 and secreted phosphoprotein 1

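Crb1 and the dimmer Cp probe set stand out where the P4 LGN and retina are compared directly. The effect of the mutants on Crb1, the polarity protein, in the LGN minus that in the retina was −2.04 (standard error 0.20, adjusted p = 5.28e-05, limma), with −1.34 in Pic and −2.74 in Xu mice. In the LGN itself Crb1 was too low to be tested, at 17.9 in WT, 52.6 in Pic and 12.0 in Xu mice. For Cp, the iron oxidase, the difference was −1.651 (standard error 0.23, adjusted p = 0.00213, limma). It is given by the Cp probe set that moved most in P4 retina, where some others were not called. Tested alone, Cp differed by −2.06 in Pic (adjusted p = 0.00072) and by −1.24 in Xu mice (adjusted p = 0.0705, limma). For S100a10, the annexin partner lower in both tissues, the difference was −0.42 (standard error 0.17, adjusted p = 0.353, limma). Chrnb2 itself gave −1.18 (standard error 0.19, adjusted p = 0.00682, limma), but it averaged 118 in WT retina and 304 in WT LGN and the mutants were low in both, so it had less room to fall in the retina. Over 26837 probe sets in 17 arrays, 135 effects differed between the tissues (adjusted p under 0.05, limma), 124 of them lower and 11 higher in the LGN. These are means of the 2 mutants; tested alone, Pic gave 239 and Xu 32, and 20 differed in both in the same direction, 19 of them lower in the LGN, Cdh1 and Crb1 included. The 135 became 212 with a pseudocount of 64 and 56 with WT E. The fit gave both tissues a single spread, although the LGN arrays were more variable, so its adjusted p may be too small. From the excess of lowered transcripts the paper concludes that the mutation goes with reduced expression in the LGN.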

Knockout mutation of *Chrnb2* is associated with a decrease in transcript expression in the P4 LGN as 32 of 36 transcripts with altered expression show a reduction of expression in the mutants (see Results). Mutant LGNs at P4 show a diffuse segregation pattern of ipsilateral and contralateral RGC axons compared with WT [6], [15]. The segregation begins to resolve with age, but never becomes as focused as in the wild type animals [6]. These findings indicate that the formation of a normal eye-specific segregated pattern may require an expression pattern of specific genes during the first postnatal week that is altered in the *Chrnb2−/−* mutant LGNs.

Given the displacement of RGC axonal projections in the *Chrnb2−/−* mutant LGNs, it is of interest that expression of mRNAs encoding SPP1 (secreted phosphoprotein 1, osteopontin), LYPD2 (LY6/PLAUR domain containing 2, Lynx2) and CDH1, proteins with known axon guidance properties, are significantly lower in P4 mutant LGN compared to the age matched WT. Various effects of SPP1 on axon growth have been reported. Ries et al [45] find a mild enhancement of axon growth by SPP1 in an *in vitro* assay using purified rat E20 RGCs while in an *in vitro* growth assay of effects on dorsal root ganglia showed SPP1 in the substrate inhibited outgrowth and caused fasciculation [24]. *Spp1−/−* mutant mice are grossly normal [46] and the RGC projection pattern in the LGNs of P4 *Spp1−/−* mutant mice appears equivalent to WT. Reduced SPP1 does not cause the segregation defect.

The association of SPP1 expression with neuronal degeneration in the rodent brain [47] and retina [48] is of interest. We find increased expression of mRNAs for two genes associated with retinal injury, *Ccl21* and *Crb1*, in *Chrnb2−/−* mutant retinas at P4 and decreased expression of *Spp1* mRNA in mutant LGNs at P4. Zoli et al [30] describe neurodegenerative changes in the brains of aged Picciotto *Chrnb2−/−* mutant mice. *Spp1* expression appears to be tissue-dependent in *Chrnb2−/−* mutant mice, but whether it plays a role in neuronal injury response in these animals is not known.

Expression of Lypd2 is markedly downregulated in *Chrnb2−/−* LGNs. LYPD2 is an Ly6 superfamily member closely related to LYNX1, a known modulator of α4ß2 nAChRs [49], [50], [51], [52], [53]. Members of the Ly6 superfamily are present at the tips of growing axons and participate in cell adhesion [52]. LYPD2 is transiently expressed in sensory neurons in the CNS during mouse embryonic development [52]. Morishita et al [53] show that expression of LYNX1 acts as a “molecular brake” by binding to nAChRs in the visual cortex and inhibiting neuronal response at the conclusion of the binocular visual critical period. It is possible that LYPD2 may act in a similar inhibitory manner to focus the segregation of ipsilateral and contralateral axons in the LGN during the retinal wave critical period ending at P8.

CDH1 expression is strongly downregulated and is not detectable in P4 *Chrnb2−/−* mutant LGN. While more detailed analysis is required to address whether genes isolated in the microarray experiments are associated with the reported visual system defects, the finding that CDH1 is specifically down-regulated in the *Chrnb2−/−* mutant LGN is novel and intriguing. CDH1 and CDH2 (N-cadherin) are prototypes of a large family of adhesion molecules that play important roles in the development of the nervous system [54], [55], [56]. Numerous cadherins, including CDH2, are broadly and dynamically expressed in the developing brain and serve diverse functions ranging from control of neuronal morphogenesis to regulation of axonal connections and synapse formation [57]. In contrast, CDH1 is associated with non-neuronal epithelial cells, but expression in the nervous system has been documented [58], [59], [60]. Furthermore, it has been reported that CDH1 is present in chick RGCs and tectum and is required for growth of RGC axons to the tectum [61]. In mice, however, *Cdh1* transcript was not found in embryonic or postnatal retinas tested until P14 [39], consistent with our microarray data for P4.

Our microarray data show expression of C*dh2* mRNA in retina and LGN is high and unaltered in P4 *Chrnb2−/−* mutant mice. It has been established that cadherins, including CDH1 and CDH2, regulate cell-cell interactions through homophilic binding [55]. 

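Cdh2 encodes N-cadherin, the main cadherin of neurons. In P4 LGN it averaged 4856 ± 266 (SD, n = 2) in WT, 4733 ± 701 (n = 3) in Pic and 4061 ± 331 (n = 3) in Xu mice. Cdh2 had log2 differences from WT of −0.05 in Pic (adjusted p = 0.969) and −0.26 in Xu mice (adjusted p = 0.475, limma). For P4 retina the means were 1515 ± 17.2 in WT, 1548 ± 48.6 in Pic and 1595 ± 129 in Xu mice (n = 3 each). Cdh2 had log2 differences from WT of 0.03 in Pic (adjusted p = 0.802) and 0.07 in Xu mice (adjusted p = 0.535, limma). Of 14 classical cadherins tested in the LGN, Cdh1 alone was called lower and none higher (1 and 0 when adjusted over the list alone; limma), with 1 lower at an unadjusted p under 0.05 and 1 by the study's criteria, and Cdh1 lost its call without WT A (−2.46). Their median was 0.03 and their mean −0.21 (limma, camera adjusted p = 0.448). In the retina none of 8 was called by limma, at an unadjusted p under 0.05 or by the study's criteria (0 when adjusted over the list alone), with a median of 0.02 and a mean of −0.03 (camera adjusted p = 0.883).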

Neurons and neurites expressing CDH1 or CDH2 are differentially sorted during morphogenesis. Furthermore, it has been reported that CDH1 and CDH2 are present in interneuronal synapses and mediate synaptic adhesion [62]. Because CDH2 is associated with excitatory synapses in cultured hippocampal neurons [63], it has been suggested that CDH1 may be associated with inhibitory synapses [64]. Ablation of CDH1 expression in mutant LGN may interfere with the sorting of axonal projections leading to the defects seen in the *Chrnb2−/−* mutant visual system.

We recognize the limitations of extrapolating from microarray and RT-PCR analysis to protein expression. Nontheless, based on these RNA analyses, it is tempting to hypothesize that deficits of the axon growth regulators CDH1 and LYPD2 are responsible for the diffuse localization of ipsilateral RGC projections in the LGNs of *Chrnb2−/−* mutants. Matter et al [65] proposed that invasion of the chick tectum by RGCs activates expression of CHRNB2. If the same process occurs in the rodent, a mechanism suggests itself: RGCs enter the LGN but without nAChR ß2 subunits, postsynaptic Ca^2+^ activation of transcription is abnormal and expression of CDH1 or LYPD2 in LGN neurons is weakened. The accuracy of neuronal connections in the LGN therefore may be compromised by the altered expression of axon guidance and adhesion molecules at the thalamic level.

## Supporting Information

Figure S1 **Actin controls for RT-PCRs.** Actin amplification controls for RT-PCRs shown in Figures 1–[Fig pone-0018626-g002] [Fig pone-0018626-g003] 4. Primers are given in Table 1. Ten ng of each prepared RNA template in a 25 µl reaction volume was amplified for 20 cycles. “Control” lanes were amplified without template.
(TIF) Click here for additional data file.

Table S1 **Excel spreadsheets of present calls for all the microarrays.**
(XLS) Click here for additional data file.

Table S2 **Excel spreadsheets of all mutant vs WT comparisons.**
(XLS) Click here for additional data file.

Table S3 **Excel spreadsheets of all Pic vs Xu comparisons.**
(XLS) Click here for additional data file.

Table S4 **Gene Abbreviations and Names from** **Figures 1** **,** **3** **and** **5** **.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

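The arrays measured RNA in 3 sets of male mice: P4 LGN (9 arrays, 3 each of WT, Pic and Xu), P4 retina (9 arrays, 3 each) and adult retina (6 arrays, 2 each). Each array holds the tissue of both sides, pooled, of 1 mouse. The study left out the LGN array WT E for its high percentage of outliers, and so did the LGN analyses here unless WT E is named. The labels give the mice letters or numbers, which were used as they stand.

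The authors hybridized amplified RNA to Affymetrix Mouse Genome 430 2.0 arrays and processed the scans in dChip with quantile normalization and PM/MM modeling, 1 tissue and age at a time. The deposited values are model-based intensities on a linear scale, never below 0, for 45037 probe sets. Intensities were tested against each other only within a set, except in the stage test, which sets adult against P4 mutant retina relative to the other probe sets although the 2 were normalized apart. Background was not given a level of its own, and the filter of 50 below is the study's own limit for a low difference. Of the probe sets, 34907 map to 1 gene symbol through the platform table, 895 to several and 9235 to none. Through the gene ID, 1049 older symbols were updated to RefSeq names of GRCm38.p6, which leaves 18151 genes with at least 1 probe set.

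The deposited values were compared with those printed in Tables S2 and S3. The P4 retina values were the same in all 153 cases, while part of the LGN values and all adult values differ, so those sets come from another run or scaling that is not stated. The analyses here rest on the deposited values. The paper's tables were used for their lists of probe sets, their folds and the array summary of Table S1.

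The analysis was done in R 4.3.3 with limma 3.58.1, and tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Intensities were increased by 16, converted to log2 and fitted with 1 mean per type of mouse, with a spread shared by the 3 types, and with eBayes with a variance trend. Probe sets entered if they read at least 50 in as many arrays as the smallest group holds. A probe set was called lower or higher when Pic against WT and Xu against WT each had a Benjamini-Hochberg adjusted p under 0.05 in limma with the same sign. Xu against Pic was tested in the same fit. Because both contrasts share the WT arrays, the correlation and covariance of the Pic and Xu effects were set beside 100 simulated draws without any change.

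The study's criteria were applied as a fold of at least 1.5 (2 for Pic against Xu) at its lower bound, an option printed in Tables S2 and S3, and a difference of at least 50. The paper does not give the level of the bound, and that of a 90% interval was used. The interval came from the spread between arrays, with a normal quantile of 1.645, since dChip's standard errors per array were not used here. Differences of effects between P4 LGN and P4 retina, and between P4 and adult retina, were tested as interactions in limma, for the mean of Pic and Xu, on the probe sets that read at least 50 often enough in either set. Each such fit gave a probe set a single spread for both sets. Arrays of a type correlated at 0.993 to 0.995 in P4 retina and at 0.971 to 0.995 in adult retina. Standard errors and adjusted p of these differences may thus be too small. Neighbors of Chrnb2 on chromosome 3 were counted within 5 Mb and 20 Mb, and tested with Fisher's exact test with 1 probe set per gene, since probe sets of the same gene are not independent.

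There were 33 gene lists of cell types and functions. They were written from general knowledge before the data were examined, and the names are those of the text. Each list was given by 1 probe set per gene, the one with the highest mean, and tested with camera of limma with a preset correlation of 0.01 between genes. The adjusted p with a correlation estimated from the arrays stands beside each list call. It was over 0.05 for every list in every set, so list calls rest on the preset correlation.

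The genes named follow a rule set before the data were examined. They are every gene or probe set the paper names in its Results, Discussion, Table 2 and Figs. 1, 3, 5 and 6; the 10 most lowered and 10 most raised probe sets called in both mutants of each set; the 10 largest differences between Xu and Pic in each direction among those called; and up to 4 genes of each list with the smallest adjusted p in the mutant where it is larger. A gene with several probe sets is given by the one the paper names, or otherwise by the one with the highest mean, but a probe set picked for the size of its difference stands for itself, and others of the gene may differ from it. The values of the paper's genes in Tables S2 and S3 had been seen before the deposited values. In each passage only some of the genes under this rule are named, those closest to the statement.

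The fits were tested on simulated data with means and spreads estimated from the arrays, in which 200 probe sets per set of arrays had been changed 1.5-fold, 2-fold or 4-fold in both mutants. Such data follow a model of the spread, so recovery in the real arrays may be lower and false calls more frequent. Recovery by limma is given with each set. The study's criteria recovered 73.1% of the 2-fold changes in P4 LGN, 91.0% in P4 retina and 70.2% in adult retina, and 5.97%, 4.48% and 4.48% of the 1.5-fold changes. False calls by limma numbered 3, 0 and 4 in the 3 sets, and by the study's criteria 2, 0 and 6. Between Pic and Xu, where nothing had been changed, limma made 0, 0 and 2 calls.

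Alternatives set before the data were examined were pseudocounts of 4 and 64, no filter, quantile normalization of the log2 values, no variance trend, only the 2 groups compared in each fit, WT E included, each array left out in turn and the mouse letter as a block. For the study's criteria they were the fold of the means, differences of 25 and 100 and each array left out where 2 stay in each group. For the lists they were the estimated correlation and the median over a gene's probe sets. After the data were seen, 4 alternatives were added: the adult difference on the scale of Tables S2 and S3 (for the counts and for Erdr1, Cdh1, Chrnb2 and Ccl21), WT E included over the probe sets tested without it, 1 probe set per gene among the neighbors of Chrnb2 in place of every probe set, and each mutant alone in the differences of effects. Splits of the arrays into other groups were counted for comparisons with 3 arrays in each group, all of them or 100 drawn with a fixed seed. The scans themselves were not used here.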

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

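The comparisons array by array, the choice of probe sets without WT A or WT D, the differences of effects in each mutant alone, the stage test and the bootstrap intervals were chosen only after the results were seen.

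Effects that differ between tissues or ages were picked out by a test of the difference itself in limma. Over all probe sets, 135 effects differed between P4 LGN and P4 retina and 4337 between P4 and adult retina. The 135 became 56 with WT E and 212 with a pseudocount of 64. These effects are means of the 2 mutants; in each mutant alone and in the same direction, 20 differed between the P4 tissues and 729 between the ages. Between the P4 tissues the effects on Cdh1, Crb1, Cp, Ccl21, Plac9 and Chrnb2 differed by −2.99, −2.04, −1.651, −1.60, −1.27 and −1.18 on the log2 scale (LGN minus retina, adjusted p = 5.28e-05 to 0.0315, limma). Crb1 and Cp are each given by a single probe set, that of Cp being the one that moved most in P4 retina. The dimmer Pisd-ps3 probe set differed by −1.26 between the P4 tissues (adjusted p = 0.00491, limma) and by 1.32 between the ages (P4 minus adult, adjusted p = 0.0157, limma), but it averaged 23.8 in WT P4 retina, where it had little room to fall. Between the ages the effects on Crb1, Cp and Chrnb2 were higher at P4 by 1.66, 1.09 and 0.97, and those on Cdh1 and S100a10 lower, by −1.17 and −0.99 (adjusted p = 2.58e-05 to 0.0287, limma). Chrnb2 averaged 118 in WT P4 retina, 304 in WT LGN and 284 in adult WT retina and was low in the mutants of all 3 sets, so its differences may show no more than how far it could fall. S100a10 was lower in both P4 mutants, and its difference between the ages had a standard error of 0.23 (adjusted p = 0.00903, limma). In both mutants alone the difference held (adjusted p under 0.05, limma) for Cdh1 and Crb1 between the P4 tissues and for Crb1, S100a10 and Chrnb2 between the ages. That of Cdh1 between the ages came from Pic (−2.32) and not Xu (−0.03). The adult Pic arrays were also high in lens transcripts, and whether Cdh1 rose with lens tissue was not tested. P4 LGN, P4 retina and adult retina were normalized apart and differ in litter as well. They also differ in spread, while each test took a single spread for both sets, so these adjusted p may be too small.

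The omitted array WT E bears on the transcripts that are lower in the mutant LGN. In 36 of 44 such probe sets of Table S2, Chrnb2 left out (81.8%), WT E read nearer the mutants than WT A and WT D, against 58.0% of all tested probe sets and 0 of the Chrnb2 probe sets. Those probe sets were chosen for high values in WT A and WT D, so a WT array outside the choice is expected nearer the mutants by selection alone, and the 58.0% is no measure of that. The study's criteria applied without WT A gave 5 such probe sets and without WT D 6, and the array left out was nearer the mutants in 0 of either, against 39 of 46 for WT E, but 5 and 6 are few. It is listed here because the paper did not analyze this array. A candidate explanation is that the WT A and WT D samples held more leptomeningeal tissue. The 39 leptomeningeal markers outside Table S2 had a median log2 difference of −0.32 (36 below 0, 95% bootstrap interval −0.46 to −0.25). That lies between the −0.5 set beforehand for this cause and the −0.2 set against it. Array by array within the types of mice, with WT E, the Table S2 genes rose with these markers at r = 0.387 (permutation p = 0.0509). Without the 2 farthest arrays that r was 0.662. The mean log2 intensity of the Table S2 genes was 8.54 in WT A, 8.25 in WT D and 7.28 in WT E. It ran from 6.72 to 6.78 in Pic and from 6.855 to 7.05 in Xu arrays. The choice of these genes by WT A and WT D places WT E below them, so this r does not decide. Lower signal in the mutant arrays was not excluded. The Table S2 genes rose with the paper's unnormalized medians at r = 0.779 (permutation p = 0.088). Without the 2 farthest arrays that r was 0.456. WT E had a low median too, 65 against 99 in WT A and 92 in WT D, so this r does not decide either. The median of 19813 other probe sets in the same range was −0.00874, which quantile normalization holds near 0 in any case. Tissue composition, array signal, litter and the lack of Chrnb2 cannot be told apart with these arrays, since WT E is a single array and each type of mouse came from its own litter.

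In the P4 retina, markers of proliferating progenitors were lower, with a median log2 difference of −0.22 and 22 of 22 genes below 0 (camera adjusted p = 2.16e-12, adjusted p = 0.584 with an estimated correlation). The paper does not discuss these genes. A candidate explanation for this and for the 627 probe sets called in both P4 retina mutants is that the mutant litters were at a more advanced stage of retinal development. Probe sets lower in both mutants were lower in adult than in P4 mutant retina by a median of −0.42 relative to the other probe sets (95% bootstrap interval −0.74 to −0.07, 60.4% below the others). Those higher in both mutants were not set apart, with 0.0253 (−0.05 to 0.12, 50.6% above the others), so that stage stays open for the lower set and was not borne out for the higher set. Chance can be excluded for the 627 as a count: of 100 splits of the 9 arrays, only 1, the real one, gave as many, and the highest other gave 323. The 627 became 288 without WT A, 146 without WT B, 282 without Pic A, 295 without Pic B, 399 without Xu B and 113 without Xu C. The lack of Chrnb2 and the litter of each type of mouse remain open.

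Other lists moved as well, among them these. Apart from the lens genes, the paper does not discuss them, and no explanation was tested for them. The paper names lens proteins among its adult differences, and lens tissue in the Pic samples is taken up further below. At P4, 13 genes of the ventral LGN and of inhibitory neurons had in the LGN a median log2 difference of 0.52, with 1 below 0 (camera adjusted p = 7.47e-06, adjusted p = 0.475 with an estimated correlation), a call lost without WT D (0.43). In adult retina, 16 genes of the retinal pigment epithelium had a median of 0.49 against WT (camera adjusted p = 7.25e-06, adjusted p = 0.703 with an estimated correlation). Of these 16, 9 were lower in Xu than in Pic (limma), with a median of −0.77. In the same arrays 16 lens genes had a median of 1.79 against WT (camera adjusted p = 7.42e-12, adjusted p = 0.703 with an estimated correlation). That is a mean of mutants that differ, since all 16 were lower in Xu than in Pic, with a median of −5.84. Cryba1 read 9.87 and 441.7 in WT, 5924 and 6753 in Pic and 4.70 and 5.50 in Xu mice. For 19 choroid plexus genes the median against WT was 0.46 (camera adjusted p = 1.01e-06, adjusted p = 0.703 with an estimated correlation).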

How the results depend on the processing

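The adult difference on the scale of Tables S2 and S3, WT E over the probe sets tested without it, 1 probe set per gene near Chrnb2 and effects of each mutant alone between tissues or ages were chosen only after the results were seen.

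Counts of called probe sets that stayed within 1.5 times the main count are not listed, and where a count moved, the cause was not tested. Values run P4 LGN, P4 retina, adult retina. By limma the main counts were 17, 139 and 104 lower, 2, 488 and 32 higher, and 52, 28 and 9382 between Pic and Xu. With WT E the LGN gave 4 lower and 22 between Pic and Xu, and 4 and 21 over the probe sets tested without it; 6 of its 7 calls in both mutants were among the 19 made without it. A pseudocount of 64 gave 1 higher in LGN and 21 in adult retina, and 212 effects differing between the P4 tissues in place of 135. With WT E the 135 became 56. Counted only where each mutant alone differed in the same direction, the 135 became 20 and the 4337 between the ages became 729. Without the variance trend 0 were higher in LGN and 63 lower in adult retina. In the main LGN fit 154 were higher at an unadjusted p under 0.05 in both mutants, and 4 were higher by the study's criteria. With no filter the LGN gave 33 between Pic and Xu, P4 retina 57 lower and 258 higher, and adult retina 19 higher. With only the 2 groups compared, 19 differed between Pic and Xu in LGN, 84 were lower and 308 higher in P4 retina, and 62 lower in adult retina. A pseudocount of 4 and quantile normalization moved none of these counts, nor any alternative but leaving out arrays the adult Xu-Pic count. Calls in both mutants were 10.5%, 77.8% and 23.5% higher ones; over all alternatives this share ran from 0% without the variance trend, WT A, WT D or Xu C to 42.9% with WT E in LGN, from 70.9% after quantile normalization to 92% without WT A or Xu C in P4 retina, and from 16.7% with a pseudocount of 64 to 59.3% without WT 763 in adult retina (52.9% without Pic 1542). Leaving out 1 array gave 3 to 60 lower, 0 to 5 higher and 16 to 1320 between Pic and Xu in LGN, 9 to 151, 104 to 397 and 13 to 29 in P4 retina, and 6 to 920, 3 to 353 and 3498 to 12665 in adult retina. In every such fit 3 of 17 lower and 0 of 2 higher stayed called in LGN, 7 of 139 and 75 of 488 in P4 retina, and 4 of 104 and 1 of 32 in adult retina. A group left with 1 array is assumed to vary like the others.

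By the study's criteria the main counts were 48, 2 and 56 lower, 4, 13 and 15 higher, and 18, 3 and 2416 between Pic and Xu. The fold of the means gave 153, 10 and 314 lower, 38, 72 and 78 higher, and 334, 34 and 3665 between Pic and Xu. A difference of 25 gave 7 higher and 32 between Pic and Xu in LGN, 4 lower and 24 higher in P4 retina, and 37 higher in adult retina; one of 100 gave 1 lower and 6 higher in P4 retina, and 9 higher and 1584 between Pic and Xu in adult retina. With WT E 10 were lower in LGN. On the scale of Tables S2 and S3 the adult counts were 16, 3 and 795. Leaving out 1 array gave 39 to 62, 3 to 5 and 18 to 60 in LGN and 2 to 4, 12 to 27 and 3 to 5 in P4 retina, and could not be done where a group would keep 1 array. The calcium list of the LGN ran from −0.118 without WT A to 0.0061 without WT D, where it reversed.

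Arrays share mouse letters across types of mice, but the mice differ. Over 9 pairs with the same letter in P4 retina, deviations from the group means correlated at −0.331 to 0.426, against −0.403 to 0.264 for different letters. Over 4 pairs in LGN they correlated at −0.156 to 0.368, against −0.402 to 0.287 for different letters. In P4 retina 6 of 9 pairs of the same letter were over 0.1, against 6 of 18 for different letters. In LGN these were 2 of 4 and 3 of 17. Since pairs of the same letter ran in both directions, the letters were not treated as pairs. In P4 retina 7 of 9 arrays correlated best with one of their own letter, so a shared factor was not excluded there. In LGN 3 of 8 did. This check was made after the fits with the block had been run and their counts seen. As a replicate block the letters gave 1 higher and 341 between Pic and Xu in LGN, and 234 lower, 742 higher and 47 between Pic and Xu in P4 retina. Limma found the fewest simulated 1.5-fold changes in adult retina, 11.9%, against 22.4% in LGN and 89.6% in P4 retina. Counted by 1 probe set per gene, 0% of neighbors of Chrnb2 within 5 Mb were called in LGN, 2.91% in P4 retina and 0% in adult retina, against 0.526%, 4.43% and 0% of probe sets.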

Differences from the paper's values

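The adult difference on the scale of Tables S2 and S3, and WT E over the probe sets tested without it, were chosen only after the values were seen; every other alternative named here was set before the data were examined.

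In adult retina, the paper's Table S2 holds 23 probe sets changed in both mutants, while the study's criteria applied to the deposited intensities gave 71. The fold of the means gave 392, a difference of 100 gave 47 and a difference of 25 gave 113, all of which still differ. With the difference of 50 taken on the scale of Tables S2 and S3, chosen after seeing the values, the count was 19 and no longer differed; it drops 6 of the paper's 23 probe sets, as many as without it, and adds 2. Between adult Pic and Xu the paper's Table S3 holds 913 probe sets, and 2416 met the criteria here. That count was 3665 for the fold of the means, 1584 for a difference of 100 and 3298 for 25, which all differ. With the difference on the scale of Tables S2 and S3, again chosen after seeing the values, it was 795, which did not differ, dropped 220 of the paper's 913 and added 102. The fold of the means met 22 of the paper's 23 and 843 of its 913, against 17 and 722 with the bound, and a difference of 25 met 723 of the 913. A constant factor would leave folds unchanged, but an adult Pisd-ps3 fold given below differs, so the factor does not hold for every probe set. The bound here also rests on the spread between 2 arrays, and dChip's errors per array were not used.

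For Ecrg4 in P4 LGN the paper's fold of WT over Pic is 5.93, and the fold of means here was 3.67. It was 3.63 with WT E, 3.201 without Pic C and 3.57 without Pic D, which still differ, and 4.44 without Pic B, which does not. A Pisd-ps3 probe set of Table S2 that was too low here to be tested with limma has 4.86 as the paper's fold of WT over Xu in P4 LGN, against 1.59 here. None of the alternatives closed this gap, with 1.44 with WT E, 1.44 without Xu A, 1.75 without Xu B and 1.59 without Xu C. For the brighter of the 2 Pisd-ps3 probe sets the paper names, its adult fold of WT over Xu is 11.36 in the paper's table and 6.19 here, with no alternative to run on 2 arrays. All 104 LGN, 30 P4 retina and 46 adult folds of Table S2 had the paper's direction here. Of the paper's 52 LGN probe sets in Table S2, 48 met the study's criteria here, and 49 with the fold of the means.

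The paper states that 2 Pisd-ps3 probe sets are detected less in Pic than in Xu mice, and in another passage that at least 3 read less in Xu than in Pic LGN. Here both were lower in Xu than in Pic in P4 LGN, by −2.42 and −2.18 on the log2 scale, as in the second passage and not the first, while the mutants were not separated by the brighter in P4 retina or by either in adult retina (limma), and the dimmer was too low in P4 retina to be tested. It states that Erdr1 and Traf4 no longer differ in adult retina. Traf4 did not (31.3 in Pic, 33.8 in Xu), but both Erdr1 probe sets were called lower in Xu by limma (log2 −3.51 and −2.44) and differed by the study's criteria on the deposited scale. On the scale of Tables S2 and S3, chosen after seeing the values, their differences were −49.2 and −45.0. Both lie close under the study's 50, and neither met the criteria. The unit may thus account for this gap, but that scale is a median factor and need not hold for a single probe set. The genes raised in the mutant LGN are described as varying between the mutants, and none of the 4 was called between Xu and Pic by limma (Xlr3a 0.31, D14Ertd449e −0.68, Tmem254a −0.50, Ebf3 −0.19).

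Chrnb2 is described as below the thresholds in every adult retina. The brighter Chrnb2 probe set averaged 284 in adult WT, 36.1 in Pic and 15.3 in Xu mice and was lower in both mutants by limma and by the study's criteria on the deposited scale, whereas the dimmer stayed low. On the scale of Tables S2 and S3 the brighter averaged 63.4, 8.06 and 3.41 and was still lower in both by the criteria. Its differences from WT there, −55.4 in Pic and −60.0 in Xu, lie close to the study's 50. That scale is a median factor and need not hold for a single probe set. Cdh1 is described as alike in mutant and WT retinas at P4 and in the adult. At P4 it was, with 42.55 in WT, 41.41 in Pic and 38.54 in Xu mice, but adult Pic retinas averaged 137.6 against 14.7 in WT and 13.3 in Xu mice (log2 2.29 in Pic, adjusted p = 0.0117, limma). On the scale of Tables S2 and S3 these were 30.8, 3.29 and 2.97, low and closer than the study's 50. The unit may thus account for this gap too by the study's criteria. The same Pic arrays were high in lens transcripts, with Cryba1 at 5924 in Pic 1542 and 6753 in Pic 1543. Cryba1 read 9.87 and 441.7 in the WT mice and 4.70 and 5.50 in the Xu mice. Whether Cdh1 rose with lens tissue was not tested. Ccl21 is described as unchanged in adult mutants and in the mutant LGN. In adult Xu mice it was higher than WT by 1.72 (adjusted p = 0.00475, limma) and in Pic mice by 1.04 (adjusted p = 0.119, limma), and on the scale of Tables S2 and S3 by 20.1 and 9.54, under the study's 50, while in the LGN it was too low to be tested, at 16.5 in WT, 21.6 in Pic and 38.3 in Xu mice.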

Other observations

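Other splits of the mutant arrays, and the test of choroid plexus and vessel markers, were set before the data were examined; only the bootstrap intervals of the latter and the overlap of adult Xu-Pic calls with calls against WT were chosen after the results were seen.

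Gad1 and Gad2 make GABA, Slc32a1 loads it into synaptic vesicles, and Gata3 and Lhx1 are transcription factors of inhibitory neurons in the midbrain and ventral thalamus. All 5 averaged higher in both mutants in P4 LGN, none of them called in both by limma, and Gad2 read 238 and 226.5 in Xu A and Xu B, below the 260 of WT A. Gad1 averaged 538 ± 126 (SD, n = 2) in WT, 1394 ± 193 (n = 3) in Pic and 932 ± 306 (n = 3) in Xu mice, with log2 differences from WT of 1.36 (adjusted p = 0.0431) and 0.75 (adjusted p = 0.2, limma). Slc32a1 averaged 497 ± 214, 1112 ± 539 and 1105 ± 625, and Gata3 356 ± 69.8, 759.7 ± 320.1 and 666 ± 290.2. None of 13 genes of the ventral LGN and inhibitory neurons was called in both mutants by limma (0 when adjusted over the list alone), 4 were higher at an unadjusted p under 0.05 and 0 by the study's criteria. Of 13 amacrine cell genes, which include Gad1, Gad2 and Slc32a1, none was called in the LGN by limma or the study's criteria (0 when adjusted over the list alone) and 2 were higher at an unadjusted p under 0.05, with a median of 0.24 (camera adjusted p = 0.00734, adjusted p = 0.316 with an estimated correlation), a list call lost without WT D (0.21). Relay neurons of the thalamus moved little: of 14 genes none was called by limma, at an unadjusted p under 0.05 or by the study's criteria (0 when adjusted over the list alone), with a median of −0.09 (camera adjusted p = 0.0167, adjusted p = 0.475 with an estimated correlation), a list call lost without WT A (−0.14) or Pic B (−0.05) and with WT E (−0.07). Rora, a nuclear receptor of these neurons, had its brightest probe set at 4481 ± 157 in WT, 3972 ± 288 in Pic and 3564 ± 416 in Xu mice, with log2 differences of −0.18 (adjusted p = 0.795) and −0.34 (adjusted p = 0.232, limma), and a dimmer one at 507 ± 23.7 in WT, 158 ± 11.2 in Pic and 356 ± 47.9 in Xu mice, lower in Pic (log2 −1.58, adjusted p = 0.000982) and not in Xu (log2 −0.50, adjusted p = 0.166, limma).

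Dividing cells of the P4 retina gave the next such change. Mki67, a protein of cells in the cell cycle, averaged 1265 ± 168 (SD, n = 3) in WT, 831 ± 66.3 (n = 3) in Pic and 859 ± 85.8 (n = 3) in Xu mice, with log2 differences from WT of −0.59 (adjusted p = 0.00816) and −0.55 (adjusted p = 0.011, limma), a call lost without Xu C (−0.54). Igf2bp1, an RNA-binding protein of growing cells, was lower as well, with 117 ± 17.1, 70.1 ± 10.2 and 68.8 ± 10.6 and log2 differences of −0.63 (adjusted p = 0.0176) and −0.65 (adjusted p = 0.016, limma), a call lost without WT A (−0.54), WT B (−0.65), Pic A (−0.60) or Xu C (−0.59). Of 22 progenitor genes, 4 were lower in both mutants and none higher (limma; 7 and 0 when adjusted over the list alone), 10 were lower at an unadjusted p under 0.05 and 0 by the study's criteria. Besides Mki67 they were Cdc20, Cdk1 and Top2a, which differed by −0.25 to −0.42 and lost their calls without at least 6 of the 9 arrays, left out 1 at a time. The photoreceptor enzyme Pde6b was higher, with 908 ± 106, 1233 ± 103 and 1231 ± 30.4 and log2 differences of 0.44 in both mutants (adjusted p = 0.0121 and 0.0116, limma), a call lost without Xu C (0.43).

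For the other cell types of the retina, photoreceptor genes had a median of 0.09 over 21 genes, 1 of them called higher (limma; 2 when adjusted over the list alone), 3 higher at an unadjusted p under 0.05 and 0 by the study's criteria. Their camera adjusted p was 0.0218 (adjusted p = 0.736 with an estimated correlation), a list call lost without WT C (0.05) or Pic B (0.08). Genes of retinal ganglion cells had a median of 0.08 over 19 genes, none called by limma or the study's criteria (0 when adjusted over the list alone) and 2 higher at an unadjusted p under 0.05 (camera adjusted p = 0.0218, adjusted p = 0.736 with an estimated correlation). That list call was lost without WT B (0.05) or Xu C (0.07). Of 14 amacrine cell genes none was called by limma, at an unadjusted p under 0.05 or by the study's criteria (0 when adjusted over the list alone), with a median of −0.04 (camera adjusted p = 0.883, toward higher). Of 7 horizontal cell genes Onecut2 was lower (limma; 1 when adjusted over the list alone) and 1 at an unadjusted p under 0.05, with 0 by the study's criteria and a median of −0.08 (camera adjusted p = 0.531). Onecut2 averaged 118 ± 12.3 in WT, 82.1 ± 0.650 in Pic and 86.2 ± 12.5 in Xu mice, and lost its call without any 1 of WT A, WT B, Pic A, Pic B, Pic C, Xu A or Xu C (−0.37 to −0.42). Of 6 bipolar cell genes none was called by limma or the study's criteria (0 when adjusted over the list alone), 1 was higher at an unadjusted p under 0.05, and the median was 0.07 (camera adjusted p = 0.228).

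Glia, activity and immune genes of the P4 LGN were tested as lists too. Of 19 genes of glial stress and injury none was called by limma or the study's criteria (0 when adjusted over the list alone) and 1 was lower at an unadjusted p under 0.05, with a median of −0.15 (camera adjusted p = 0.000193, adjusted p = 0.316 with an estimated correlation), a list call lost without WT A (−0.10). Of 13 astrocyte genes none was called by limma or the study's criteria (1 lower when adjusted over the list alone) and 2 were lower at an unadjusted p under 0.05, with a median of −0.06 (camera adjusted p = 0.00987, adjusted p = 0.316 with an estimated correlation), a list call lost without WT A (−0.14). Of 13 microglia genes none was called by limma, at an unadjusted p under 0.05 or by the study's criteria (0 when adjusted over the list alone), with a median of −0.17 (camera adjusted p = 0.0167, adjusted p = 0.51 with an estimated correlation), a list call lost without WT A (−0.15) or Pic D (−0.10). Nor was any of 18 activity-regulated genes, with a median of 0.12 (limma, 0 over the list alone; camera adjusted p = 0.0802), of 12 oligodendrocyte genes, with 0.07 (camera adjusted p = 0.47), or of 11 genes of MHC class I and complement, with −0.06 (camera adjusted p = 0.47). In P4 retina 10 genes of MHC class I and complement had a median of 0.07, with none called by limma or the study's criteria (0 over the list alone) and 2 higher at an unadjusted p under 0.05 (camera adjusted p = 0.0442, adjusted p = 0.584 with an estimated correlation), a list call lost without any 1 of WT A, WT B, Pic B, Xu A or Xu C (0.04 to 0.08). Of 8 cortical and hippocampal genes in P4 LGN none was called by limma or the study's criteria (0 over the list alone), 1 was higher at an unadjusted p under 0.05, and the median was 0.08 (camera adjusted p = 0.552).

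In adult retina, Mlana, a melanosome protein of pigment cells, averaged 32.0 ± 13.2 (SD, n = 2) in WT, 579 ± 292 (n = 2) in Pic and 106 ± 4.24 (n = 2) in Xu mice. Its log2 differences from WT were 3.56 (adjusted p = 0.00187) and 1.37 (adjusted p = 0.0191, limma), a call lost without Xu 77 (2.49) or Xu 78 (2.45) and with a pseudocount of 64 (1.75). It was the only pigment epithelium gene of 16 called in both mutants by limma (3 when adjusted over the list alone), with 4 higher at an unadjusted p under 0.05 and 2 by the study's criteria. Fndc1, a secreted protein, was lower at 919 ± 322 in WT, 261 ± 35.3 in Pic and 212 ± 22.8 in Xu mice, with log2 differences of −1.72 (adjusted p = 0.0102) and −1.99 (adjusted p = 0.00117, limma), and lost its call without Pic 1542 (−1.92) or Pic 1543 (−1.79). Of 19 choroid plexus genes 2 were higher and none lower (limma; 4 when adjusted over the list alone), 6 were higher at an unadjusted p under 0.05 and 0 by the study's criteria, with a median of 0.46 (camera adjusted p = 1.01e-06, adjusted p = 0.703 with an estimated correlation). Of 22 leptomeningeal genes 1 was lower and none higher (limma; 1 and 1 when adjusted over the list alone), with 1 lower and 1 higher at an unadjusted p under 0.05, 0 by the study's criteria and a median of 0.30 (camera adjusted p = 0.0107, adjusted p = 0.703 with an estimated correlation), a list call lost without WT 748 (0.07).

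The paper found lens genes among its adult differences, and it attributes most of the adult variation to dissection and the few mice. Lens genes separated the adult Pic and Xu retinas by a median log2 difference of −5.84 over 16 genes, all 16 lower in Xu. Lens tissue in the adult Pic samples is a candidate source of this signal. The 16 genes are 0.274% of the 5844 genes called between Xu and Pic, the highest share the list could reach, so that share decides nothing. Of the 9382 probe sets called between Xu and Pic, 5361 (57.1%) also differed between Xu and WT in the same direction, and 495 (5.28%) between Pic and WT. Xu against Pic shares 2 arrays with each of these comparisons, so agreement is expected in part for both without any further cause. Sharing alone does not account for 57.1% against 5.28%. Lens tissue in Pic alone would leave Xu and WT alike, and for the 5361 probe sets they differed. Both comparisons use the same 2 Xu arrays, though. A shift of those arrays would give this overlap with or without lens tissue in Pic, so the overlap does not decide. WT 763 held some lens signal too, with Cryba1 at 441.7. The 9382 became 4916 without Pic 1542, 4744 without Pic 1543, 3498 without Xu 77 and 4325 without Xu 78. Brighter Xu arrays could not be excluded: the Xu-Pic median differed by −0.0493 between the highest and lowest parts of the expression range, which quantile normalization narrows, and group quantiles differed by up to 0.328. A difference of strain or litter between the 2 mutants stays open and was not tested.

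More choroid plexus or blood vessel tissue in the WT LGN samples was also tested as an account of the transcripts lower in the mutants. Outside Table S2, 8 choroid plexus markers had a median of −0.0519, with 4 below 0 and a 95% bootstrap interval of −0.47 to 0.22. The abundant marker Ttr differed by −1.58 in Pic (adjusted p = 0.489) and 0.63 in Xu mice (adjusted p = 0.774, limma), so this tissue was not excluded. Markers of endothelium and mural cells, 32 in number, had a median of 0.0143, with 14 below 0 and an interval of −0.12 to 0.07. That argues against blood vessel tissue, which would have needed a median below −0.5.

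Both contrasts share the WT arrays, which by itself makes the Pic and Xu effects alike. Effects in the P4 LGN correlated at 0.424, against 0.600 on average in 100 simulated draws without any change. The P4 retina gave 0.724 against 0.4995, and adult retina −0.03 against 0.499. In the LGN the covariance of the Pic and Xu effects was 0.0304, above the 0.0191 of the draws. It was 0.0267 against 0.00502 in P4 retina and −0.00864 against 0.0239 in adult retina. For the LGN the correlation and the covariance point opposite ways, so they do not decide how much the mutants share. If the contrasts were independent, 0.0995 probe sets would be lower in both LGN mutants, 8.78 in P4 retina and 71.2 in adult retina, against 17, 139 and 104 called by limma. Higher in both would be 0.00234, 31.5 and 19.7, against 2, 488 and 32. Because the contrasts share the WT arrays, more joint calls than these can arise without a shared effect. No count of joint calls from the draws is given, so this excess does not decide. Without Xu C the P4 retina gave 9 lower and 104 higher, and without Pic 1543 adult retina gave 6 and 3; the passages name the other arrays that move these counts.

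For Pic against Xu, 6 arrays allow only 10 splits, too few for a share under 0.05. The real split gave 52 calls in the P4 LGN and the highest other split 1, and in the P4 retina 28 and 0, by limma in fits of the mutant and WT arrays. In each case 1 split of 10, the real one, gave as many calls. The LGN count moved to 1320 without Pic C, to 94 without Xu B and to between 16 and 24 without any 1 of the others.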
